# Histone deacetylase knockouts modify transcription, CAG instability and nuclear pathology in Huntington disease mice

**DOI:** 10.7554/eLife.55911

**Published:** 2020-09-29

**Authors:** Marina Kovalenko, Serkan Erdin, Marissa A Andrew, Jason St Claire, Melissa Shaughnessey, Leroy Hubert, João Luís Neto, Alexei Stortchevoi, Daniel M Fass, Ricardo Mouro Pinto, Stephen J Haggarty, John H Wilson, Michael E Talkowski, Vanessa C Wheeler

**Keywords:** huntington's disease, repeat instability, histone deacatylase, chromatin, medium spiny neuron, Mouse

## Abstract

Somatic expansion of the Huntington’s disease (HD) CAG repeat drives the rate of a pathogenic process ultimately resulting in neuronal cell death. Although mechanisms of toxicity are poorly delineated, transcriptional dysregulation is a likely contributor. To identify modifiers that act at the level of CAG expansion and/or downstream pathogenic processes, we tested the impact of genetic knockout, in *Htt*^Q111^ mice, of *Hdac2* or *Hdac3* in medium-spiny striatal neurons that exhibit extensive CAG expansion and exquisite disease vulnerability. Both knockouts moderately attenuated CAG expansion, with *Hdac2* knockout decreasing nuclear huntingtin pathology. *Hdac2* knockout resulted in a substantial transcriptional response that included modification of transcriptional dysregulation elicited by the *Htt*^Q111^ allele, likely via mechanisms unrelated to instability suppression. Our results identify novel modifiers of different aspects of HD pathogenesis in medium-spiny neurons and highlight a complex relationship between the expanded *Htt* allele and *Hdac2* with implications for targeting transcriptional dysregulation in HD.

## Introduction

Huntington’s disease (HD) is a dominantly inherited neurodegenerative disorder typically manifesting in midlife with motor, cognitive, and psychiatric symptoms, leading to death after 15–20 years (Vonsattel et al., 1985; Harper, 1999). HD is caused by the inheritance of an expansion >35 repeats of a polymorphic CAG repeat tract in the *HTT* gene (Macdonald et al., 1993), ultimately resulting in cellular dysfunction and death, with medium-spiny neurons (MSNs) of the striatum being exquisitely sensitive to this mutation (Vonsattel et al., 1985). The expanded *HTT* CAG repeat undergoes further time-dependent, CAG length-dependent and tissue/cell-type-dependent expansion (Wheeler et al., 1999; Kennedy and Shelbourne, 2000; Kennedy et al., 2003; Veitch et al., 2007; Gonitel et al., 2008; Swami et al., 2009; Lee et al., 2010; Lee et al., 2011; Kovalenko et al., 2012; Larson et al., 2015; Geraerts et al., 2016; Ament et al., 2017; Mouro Pinto et al., 2020). The repeat is highly unstable in the brain, particularly in MSNs (Kovalenko et al., 2012), with individual-specific differences in the extent of somatic CAG expansion in HD postmortem brain associated with age of onset (Swami et al., 2009). Recent genome-wide association studies (GWAS) for modifiers of HD onset highlight somatic CAG expansion as a key driver of the rate of disease onset (Genetic Modifiers of Huntington’s Disease (GeM-HD) Consortium, 2019). Genetic data from these GWAS as well as extensive cross-tissue analyses of somatic instability (Mouro Pinto et al., 2020) support a two-step model of HD pathogenesis whereby cellular vulnerability is determined by both the rate of somatic CAG expansion and a toxic process(es) triggered by somatically expanded repeats. Thus, a comprehensive understanding of HD pathogenesis will necessitate insight into mechanisms underlying both CAG instability and cellular toxicity.

HD mouse models provide valuable systems in which to identify genetic modifiers. As the two components of the HD pathogenic process outlined above are separable mechanistically, they can be influenced by different modifiers, or by the same modifier via different underlying mechanisms. However, modifiers influencing somatic expansion may also alter downstream phenotypes depending on the sensitivity to detect the impact of altered CAG length. Several DNA repair genes modify somatic CAG expansion in HD mouse models, with mismatch repair (MMR) genes being critical drivers of this process. (Wheeler et al., 2003; Dragileva et al., 2009; Tomé et al., 2013; Pinto et al., 2013; Kovtun et al., 2007; Mollersen et al., 2012). Knowledge of additional modifiers in the mouse is likely to shed insight into underlying mechanisms that are currently unknown, or into ways in which the process might be regulated. For example, local chromatin structure has been suggested to influence repeat instability (Gorbunova et al., 2004; Jung and Bonini, 2007; Libby et al., 2003; Libby et al., 2008; Dion et al., 2008; Yang and Freudenreich, 2010; Nestor and Monckton, 2011; Neto et al., 2017). The precise molecular underpinnings of cellular toxicity also remain to be defined. However, global transcriptional dysregulation and epigenetic alterations have emerged as likely significant contributors to disease pathogenesis (Glajch and Sadri-Vakili, 2015; Sharma and Taliyan, 2015). There is an extensive history of investigating histone deacetylase (HDAC) inhibitors in HD and several studies have shown beneficial effects in HD mouse models (Hockly et al., 2003; Gardian et al., 2005; Thomas et al., 2008; Mielcarek et al., 2011; Jia et al., 2012a; Jia et al., 2012b; Jia et al., 2016; Chopra et al., 2016; Suelves et al., 2017; Siebzehnrübl et al., 2018). Interestingly one study found that a selective HDAC3 inhibitor also reduced CAG expansion in HD mice (Suelves et al., 2017).

Here, with the overarching goal of identifying novel HD modifiers, and with the possibility that epigenetic alterations may contribute both to CAG instability and cellular toxicity processes, we tested the roles of specific histone deacetylases (HDACs) in these different aspects of HD pathogenesis. We have taken a genetic approach using a well-established precise genetic HD knock-in mouse model (*Htt*^Q111^) (Wheeler et al., 2000) and conditionally deleted either *Hdac2* or *Hdac3*, encoding class I HDACs implicated by previous pharmacological studies, specifically in striatal MSNs. We performed RNA sequencing (RNA-seq) to investigate the impact of MSN-specific *Hdac2* knockout on the transcriptome and on gene expression changes elicited by the *Htt*^Q111^ allele, and tested the effect of MSN-specific *Hdac2* and *Hdac3* knockout on CAG instability and on nuclear huntingtin pathology, both of which occur selectively in MSNs in these mice (Kovalenko et al., 2012; Wheeler et al., 2000).

## Results

### MSN-specific knockout of *Hdac2* and *Hdac3* in *Htt*^Q111^ knock-in mice

To investigate the role of HDACs in *Htt*^Q111^ mice we took a genetic approach, focusing on two Class I HDACs, HDAC2 and HDAC3, due to previous interest in therapeutic targeting of this class of HDACs in HD (Glajch and Sadri-Vakili, 2015) and the relatively high expression levels of these HDACs in the striatum and in neurons (Broide et al., 2007). As constitutive genetic knockout of *Hdac2* can result in perinatal lethality (Trivedi et al., 2007; Montgomery et al., 2007), and knockout of *Hdac3* results in early embryonic lethality (Montgomery et al., 2008), we took advantage of conditional ‘floxed*’ Hdac2* and *Hdac3* alleles (Montgomery et al., 2007; Montgomery et al., 2008), and deleted each of these genes in striatal MSNs of heterozygous *Htt*^Q111/+^ mice in crosses together with ‘DARPP-32 Cre’ (D9-Cre) transgenic mice expressing Cre recombinase under the control of the *Ppp1r1b* gene promoter and regulatory elements from 5 to 6 weeks of age (Bogush et al., 2005; Figure 1A; Figure 1—figure supplement 1). We previously used these mice in a similar strategy to delete the *Msh2* gene in MSNs (Kovalenko et al., 2012). We generated *Htt*^Q111/+^ or *Htt*^+/+^ mice harboring two floxed *Hdac2* or *Hdac3* alleles together with the D9-Cre transgene, resulting in deletion of the *Hdac2* or *Hdac3* alleles in MSNs (*Hdac2* or *Hdac3* knockout [KO]) and their littermates expressing both *Hdac2* or *Hdac3* alleles (*Hdac2* WT or *Hdac3* WT). HDAC2 or HDAC3 protein are no longer detectable in the majority of the striatal cells in *Hdac2* KO or *Hdac3* KO mice (Figure 1B). The remaining HDAC2- or HDAC3-immunopositive cells are DARPP-32 negative, reflecting continued expression in cell types other than MSNs in the striatum (Figure 1B). Western blots also confirmed the loss of HDAC2 protein in striata from *Hdac2* KO mice and revealed a compensatory increase in HDAC1 protein levels as seen in other systems with long-term loss of HDAC2 (Figure 1—figure supplement 2). As expected, HDAC2 and HDAC3 expression were not altered in the cortex (Figure 1—figure supplement 3). Whereas *Hdac2* ΚO mice appeared indistinguishable from their littermates, *Hdac3* ΚO mice were significantly smaller in size and had lower body weight, with more than half of the total number of *Hdac3* ΚO pups not surviving to five months of age, precluding some aspects of this study; notably, we were unable to generate sufficient numbers of *Hdac3* KO mice to perform RNA-seq. We hypothesize that this may be the result of *Ppp1r1b*-driven Cre expression in cell types outside MSNs during development and/or in the periphery that are sensitive to levels of HDAC3, for example in the gut or liver (Alenghat et al., 2013; Knutson et al., 2008). Nonetheless, this observation highlights the non-redundant functions of HDAC2 and HDAC3 within the mammalian body.

**Figure 1.**
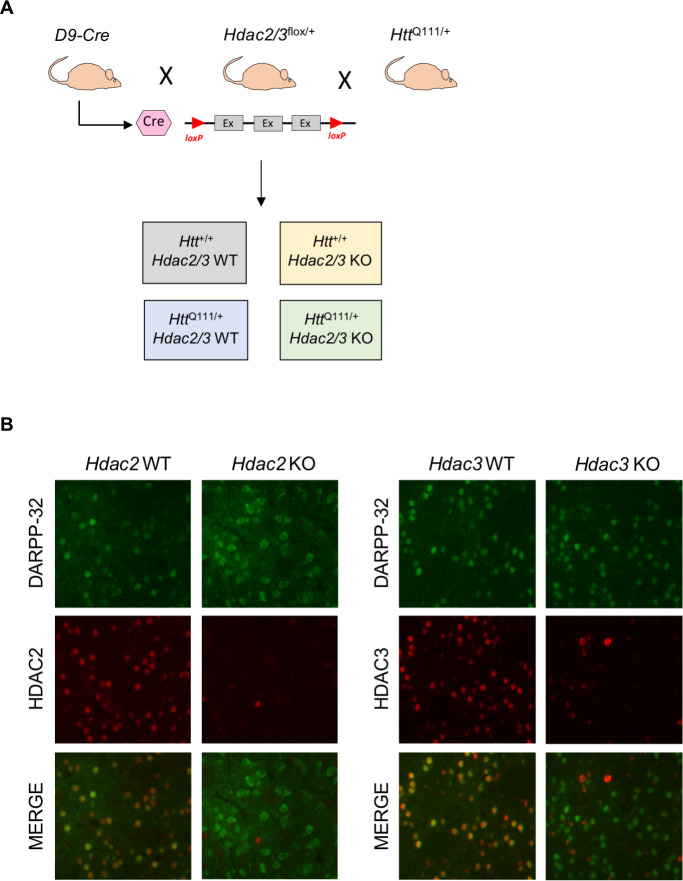
MSN-specific deletion of *Hdac2* or *Hdac3*. (**A**) D9-Cre mice, expressing Cre recombinase from the *Ppp1r1b* promoter from 5 to 6 weeks of age, were crossed with floxed *Hdac2* or *Hdac3* mice (schematic illustrates exons flanked by *loxP* sites), and with *Htt*^Q111/+^ mice to obtain mice with or without a single *Htt*^Q111^ allele either expressing HDAC2/3 (WT) or with *Hdac2* or *Hdac3* allele deleted in MSNs (KO). See Figure 1—figure supplement 1 for a detailed breeding scheme. (**B**) Fluorescent micrographs of 10 week *Htt^Q111/+^ Hdac2* KO (left) and *Htt^Q111/+^ Hdac3* KO (right) striata co-stained with DARPP-32/HDAC2 and DARPP-32/HDAC3 antibodies, respectively.

**Figure 1—figure supplement 1.**
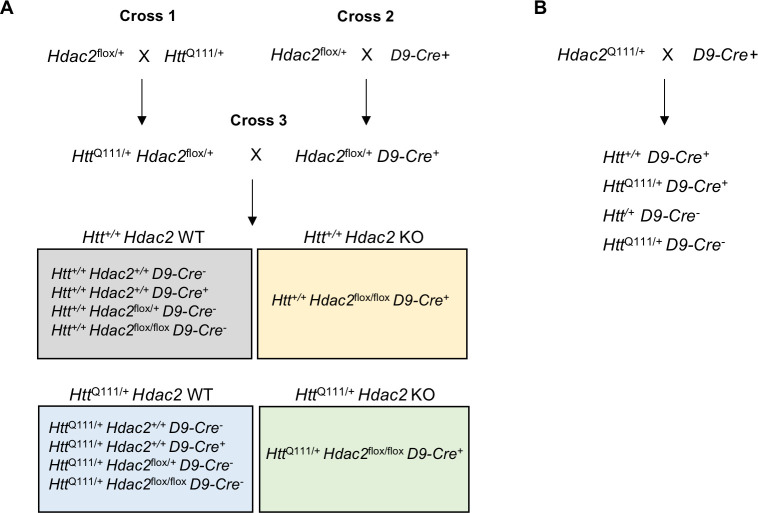
Detailed mating scheme. (**A**) The scheme is shown for *Hdac2* but the same scheme was implemented for *Hdac3.* Mice carrying conditional floxed *Hdac2* or *Hdac3* alleles were crossed with *Htt*^Q111^ mice (cross 1) and, in a separate cross, with D9-Cre mice (cross 2). Progeny from the two crosses were bred together (cross 3) to obtain *Htt^+/+^* and *Htt*^Q111/+^ mice with or without the *Hdac2* or *Hdac3* floxed allele and/or Cre transgene. Mice harboring either no floxed *Hdac* alleles in the presence of Cre or one, two, or no floxed alleles in the absence of Cre were wild-type with respect to HDAC expression and are referred to as *Hdac2* WT or *Hdac3* WT. Mice homozygous for the floxed *Hdac2 or Hdac3* alleles and expressing Cre are referred to as *Hdac2* ΚO or *Hdac3* ΚO. In these mice, the *Hdac2* or *Hdac3* alleles are deleted in MSNs and they do not express HDAC2 or HDAC3 in MSNs. (**B**). In a separate cross, *Htt*^Q111/+^ mice were crossed with D9-Cre mice to generate *Htt*^+/+^ and *Htt*^Q111/+^ mice with or without the Cre transgene, with the purpose of testing the effect of Cre expression alone.

**Figure 1—figure supplement 2.**
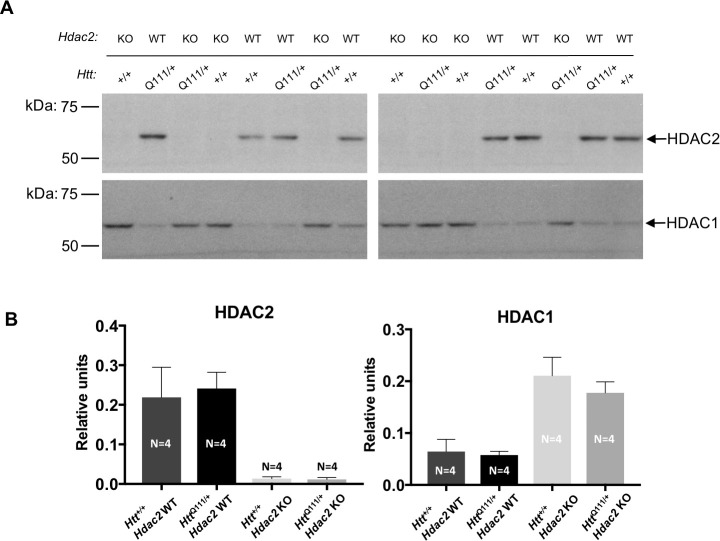
Upregulation of HDAC1 in *Hdac2* KO striata. (**A**) Total lysates of contralateral striata of a subset of 5-month *Hdac2* KO mice from the RNAseq cohort (N = 4 for each of the four compared genotypes, as indicated on the bar graphs), probed with anti-HDAC2 antibody (top) and subsequently with anti-HDAC1 antibody (bottom). HDAC2 and HDAC1 bands are indicated by arrows. (**B**) Quantification of HDAC2 and HDAC1 levels as detected by western blot, normalized by total protein detected by Novex membrane protein stain. ‘Relative units’ represent the density of HDAC2 or HDAC1 band divided by the density of the total protein stain in the corresponding lane, quantified for each mouse and averaged over the number of mice in each genotype group. Error bars show SD. Figure 1—figure supplement 2—source data 1.HDAC2 and HDAC1 protein levels in Hdac2 KO mice.

**Figure 1—figure supplement 3.**
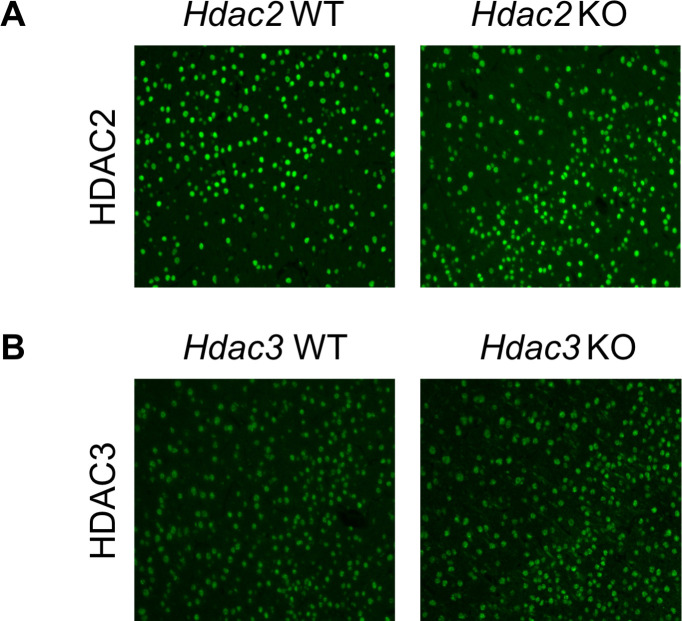
*Hdac2* or *Hdac3* knockout in striatal MSNs does not affect HDAC2 or HDAC3 levels in cortex. Shown are fluorescent micrographs of somatosensory cortex of 10-week-old *Hdac2* KO (**A**) and *Hdac3* KO (**B**) mice immunostained with anti-HDAC2 and anti-HDAC3 antibody, respectively.

### Impact of MSN-specific *Hdac2* knockout and of the *Htt*^Q111^ allele on the transcriptome

Due to the central role of HDAC2 in regulating transcription (Kelly and Cowley, 2013) and previous evidence for a beneficial effect of HDAC inhibitors in HD mouse models, we first performed RNA-seq in the *Hdac2* KO cohort to assess both the global impact of MSN-specific *Hdac2* KO and the extent to which genes dysregulated by the expression of the *Htt*^Q111^ allele might be reversed. Transcriptional dysregulation occurs in *Htt*^Q111/+^ mice by 2–6 months of age (Ament et al., 2017; Langfelder et al., 2016; Bragg et al., 2017). 

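The RNA-seq counts cover the striata of 35 mice, with 1 library per mouse, taken at 21.7 to 23.0 weeks of age. The *Htt* Q111 allele is a knock-in of an expanded CAG repeat into the mouse huntingtin gene. Constitutive repeat lengths in mice carrying it were 110 to 140 in the *Hdac2* WT group and 110 to 144 in the *Hdac2* KO group. *Hdac2* KO mice are homozygous for an *Hdac2* allele flanked by loxP sites (floxed) and carry a Cre transgene under the promoter of *Ppp1r1b* (DARPP-32). Cre acts in medium-spiny neurons (MSNs), the main neurons of the striatum, and other striatal cells keep an intact *Hdac2*. The groups consisted of 8 *Htt*+/+ *Hdac2* WT mice (5 males and 3 females), 7 *Htt* Q111/+ *Hdac2* WT mice (4 males and 3 females), 9 *Htt*+/+ *Hdac2* KO mice (5 males and 4 females) and 11 *Htt* Q111/+ *Hdac2* KO mice (8 males and 3 females). The authors left out 1 further *Htt*+/+ *Hdac2* WT male for signs of DNA contamination. No *Hdac2* WT mouse in this set carried the Cre transgene, so the contrasts do not separate an effect of Cre from that of the *Hdac2* deletion. The *Hdac2* WT mice are recorded as homozygous for the floxed allele without Cre, apart from 2 *Htt*+/+ mice with 1 floxed allele, both with an ID that begins with A. The authors aligned the paired reads to GRCm38 with GSNAP and counted unique alignments over the whole interval of each Ensembl gene with multibamcov. They deposited these counts without normalization. Whole-interval counting includes reads from introns, and reads where genes overlap can enter both genes; 24.9% of the 17346 genes that passed the count filter in at least 1 group overlap another gene. Even counts were more frequent than odd ones, with 42711 pairs of a gene and a library at a count of 2, 24676 at a count of 1 and 10963 at a count of 3, the pattern that arises when the mates of a read pair are counted separately. The total count on genes ranged from 50970712 to 77867348 per library with a median of 57322618, whereas the paper states a lower median of paired-end reads per library. All values here use the counts. Within groups, totals ranged from 54762608 to 59722546 (median 56800141) in *Htt*+/+ *Hdac2* WT, from 52160372 to 62820230 (median 57538287) in *Htt* Q111/+ *Hdac2* WT, from 50970712 to 58904678 (median 57322618) in *Htt*+/+ *Hdac2* KO and from 52718817 to 77867348 (median 56031745) in *Htt* Q111/+ *Hdac2* KO mice. Of 39109 entries in the count table, 92 ERCC spike-ins, 6152 genes spanning 250 nt or less and 2 mitochondrial rRNA genes were left out. A contrast tested each gene with at least 6 counts in every library of at least 1 of the 2 groups compared. Counts were scaled by the TMM method, all 35 libraries were fitted for each contrast in a model of the 4 genotype groups with 9 surrogate variables, and p values came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after the paper's methods and code. RNA was extracted on 6 days that nearly follow the *Hdac2* genotype. The *Hdac2* WT libraries come from 24, 25 and 27 May and the *Hdac2* KO libraries from 26 May, 31 May and 3 June, apart from 1 *Htt* Q111/+ *Hdac2* KO library of 25 May and 1 *Htt*+/+ *Hdac2* KO library of 27 May.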

We performed RNA-seq in striata from 5-month *Htt*^+/+^ *Hdac2* WT, *Htt*^Q111/+ ^*Hdac2* WT, *Htt*^+/+^ *Hdac2* ΚO and *Htt*^Q111/+^ *Hdac2* ΚO mice (Figure 2). *Htt*^Q111/+^ mice with *Hdac2* WT and *Hdac2* KO genotypes were matched for constitutive CAG repeat lengths (Source data 1). 

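*Hdac2* (ENSMUSG00000019777) lies on chromosome 10 of GRCm38 from 36974544 to 37001611. The counts are per gene, so single exons, splice junctions and Cre transcripts were not analysed here. Over the whole gene, *Hdac2* had 103 ± 3.42 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT, 94.4 ± 2.98 CPM (SD, n = 9) in *Htt*+/+ *Hdac2* KO, 105 ± 4.76 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT and 95.2 ± 3.45 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata. Single libraries ranged from 95.5 to 111 CPM in *Hdac2* WT and from 89.4 to 101 CPM in *Hdac2* KO mice, so the ranges overlap at this level. The log2 fold change with *Hdac2* KO was −0.12 (standard error 0.028, adjusted p = 0.00198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in *Htt* Q111/+ mice. In *Htt*+/+ mice it was −0.09 (standard error 0.032, adjusted p = 0.0552 from the same test), which does not pass the 0.05 threshold. It passed in 9 of 17 alternatives, with adjusted p values from 0.00200 to 0.454 and log2 fold changes from −0.12 to −0.08 over the 17. Within 27 May, the *Htt*+/+ *Hdac2* KO library had 94.4 CPM against 97.6 to 107 CPM in the 3 *Htt*+/+ *Hdac2* WT libraries. Within 25 May, the *Htt* Q111/+ *Hdac2* KO library had 98.9 CPM and lay between the 2 *Htt* Q111/+ *Hdac2* WT libraries at 95.5 and 106 CPM.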

Analyses of exon-specific *Hdac2* transcripts revealed marked depletion of reads mapping to exons 2, 3, and 4 as well as the presence of exon 1-exon 5 splice junction reads in the *Hdac2* ΚO mice, consistent with Cre-mediated deletion of exons 2–4 (Montgomery et al., 2007), and further supported by detection of Cre-specific transcripts in these mice (Figure 2—figure supplement 1). 

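*Hdac1* (ENSMUSG00000028800, chromosome 4, 129516104 to 129542691) had 6.06 ± 0.513 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT and 9.00 ± 0.507 CPM (SD, n = 9) in *Htt*+/+ *Hdac2* KO striata, a log2 fold change of 0.54 (standard error 0.067, adjusted p = 7.35e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Htt* Q111/+ mice it had 6.72 ± 0.729 CPM (SD, n = 7) with *Hdac2* WT and 9.47 ± 0.722 CPM (SD, n = 11) with *Hdac2* KO, a log2 fold change of 0.49 (standard error 0.059, adjusted p = 5.49e-07). The lowest *Hdac2* KO library, at 8.37 CPM, was above the highest *Hdac2* WT library, at 7.76 CPM. Within 27 May, the *Hdac2* KO library had 8.42 CPM and the 3 *Hdac2* WT libraries 5.71 to 6.57 CPM. Within 25 May, the values were 8.63 CPM against 6.57 and 7.76 CPM in the 2 *Hdac2* WT libraries. Over all 12 identifiers of *Hdac1* to *Hdac11* (*Hdac4* has 2), 3 had an adjusted p under 0.05 in *Htt*+/+ mice and 4 in *Htt* Q111/+ mice, and 4 and 5 did when adjusted over the list alone. Besides *Hdac1* and *Hdac2*, these were *Hdac11*, with a log2 fold change of −0.15 in each *Htt* background (adjusted p = 0.0164 in *Htt*+/+ and 0.00847 in *Htt* Q111/+ mice), *Hdac6* in *Htt*+/+ mice (0.18, adjusted p = 0.0173) and *Hdac5* in *Htt* Q111/+ mice (−0.12, adjusted p = 0.0229). The sign of the *Hdac5* change reversed when the surrogate variables were left out (log2 fold change 0.03, adjusted p = 0.845), and its adjusted p ranged from 0.0158 to 0.948 over 17 alternatives. With the extraction date in the model in place of the surrogate variables, the number of *Hdac* genes past the threshold in contrast 1 or 2 fell from 5 to 1.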

Analyses of transcript levels of other *Hdac* genes revealed a compensatory increase in *Hdac1* transcripts in *Hdac2* ΚO striata, consistent with western blots from the same mice (Figure 1—figure supplement 2), but no major impact on the expression level of any other *Hdac* gene (Figure 2—figure supplement 1). 

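Between *Htt* Q111/+ and *Htt*+/+ mice, none of the 12 *Hdac* identifiers had an adjusted p under 0.05, over all genes tested or adjusted over the list alone, in either *Hdac2* background. Log2 fold changes lay between −0.09 and 0.11 in *Hdac2* WT mice (contrast 3), with 10 of 12 above 0, and between −0.08 and 0.12 in *Hdac2* KO mice (contrast 4), with 7 of 12 above 0. At a nominal p under 0.05 there was 1 gene in each, *Hdac11*, with p = 0.0427 (adjusted p = 0.435) in *Hdac2* WT and p = 0.0170 (adjusted p = 0.537) in *Hdac2* KO mice from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.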

The *Htt*^Q111^ allele did not alter expression of *Hdac* genes (Figure 2—figure supplement 1), consistent with previous observations that the *HTT* mutation does not influence HDAC expression in primary neurons, or in CAG140 knock-in mice, although expression of some HDACs was altered in R6/2 exon 1 transgenic mice (Hoshino et al., 2003; Quinti et al., 2010). 

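Principal components were computed from regularized log counts (DESeq2) of all 35 libraries. The paper kept the genes with at least 6 counts in all samples of at least 1 genotype group, which are 17346 genes here, and names no further selection of genes for the components. With the 500 most variable of 17346 genes, component 1 held 22.4% of the variance and followed sex (R² 0.80, p = 1e-05, the smallest that 100000 permutations can give), and not *Hdac2* genotype (R² 0.0021, permutation p = 0.793). Component 2 held 17.3% and followed *Hdac2* genotype (R² 0.90, permutation p = 1e-05), with no overlap between *Hdac2* KO and *Hdac2* WT scores. With all 17346 genes, the set that the paper's text describes, *Hdac2* genotype came first. Component 1 held 20.0% of the variance and followed *Hdac2* genotype (R² 0.77, permutation p = 1e-05). Component 2 held 13.5%. Its R² was 0.50 for the ID series (the letter that opens the ID of a mouse), 0.42 for the extraction date and 0.32 for sex. None of these was tested by permutation. With chromosomes X and Y left out, component 1 of the 500 genes followed *Hdac2* genotype as well (R² 0.86, permutation p = 1e-05). Because the extraction dates nearly follow *Hdac2* genotype, the component that separates this genotype also follows the date (R² 0.77 for component 2 of the 500 genes).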

Principal component analysis (PCA) of the full dataset revealed that the greatest variance between samples was attributable to *Hdac2* genotype, with the second principal component largely separating males and females. 

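On components 1 to 4 of the 500 genes, *Htt* genotype explained at most 6.5% of the variance of the scores, on component 3, where the permutation p was 0.140 (0.419 after Benjamini-Hochberg adjustment over the 12 comparisons of 4 components with 3 factors). On the other components, permutation p values were 0.469 or more. With all 17346 genes, R² was highest on component 2, at 0.119 (permutation p = 0.0435, and 0.174 after Benjamini-Hochberg adjustment over the 4 components), and with chromosomes X and Y left out on component 3, at 0.0872 (permutation p = 0.0847, adjusted 0.339).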

There was no clear distinction between samples based on *Htt* genotype (Figure 2—figure supplement 2). Global levels of striatal H3K9 and H4K12 acetylation, previously shown to be sensitive to HDAC2 levels in the brain (Guan et al., 2009), revealed overall fairly subtle alterations that appeared to depend on age (Figure 2—figure supplement 3), consistent with cell-type-specific knockout of *Hdac2* and previous observations that the effects of HDAC inhibition on histone acetylation are restricted to specific genomic loci (Lopez-Atalaya et al., 2013).

**Figure 2.**
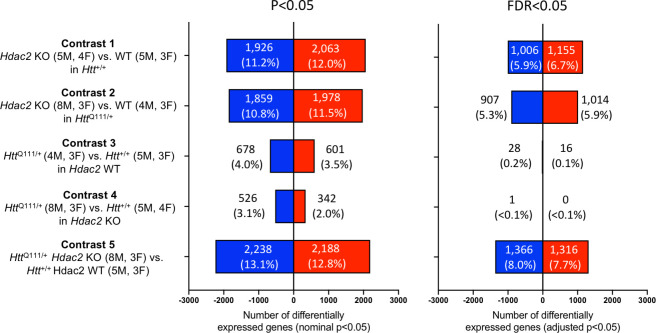
RNA-seq analyses in *Htt*^Q111^ striata with MSN-specific *Hdac2* knockout. Results of differential gene expression analyses showing the number of differentially expressed genes (DEGs) for each of five contrasts. Number and % of DEGs at nominal p<0.05 or FDR adjusted p<0.05 are indicated. Total number of genes analyzed: contrast 1 = 17,132; contrast 2 = 17,175; contrast 3 = 17,139; contrast 4 = 17,116; contrast 5 = 17,094. The number of male (M) and female (F) mice in each group is indicated.

**Figure 2—figure supplement 1.**
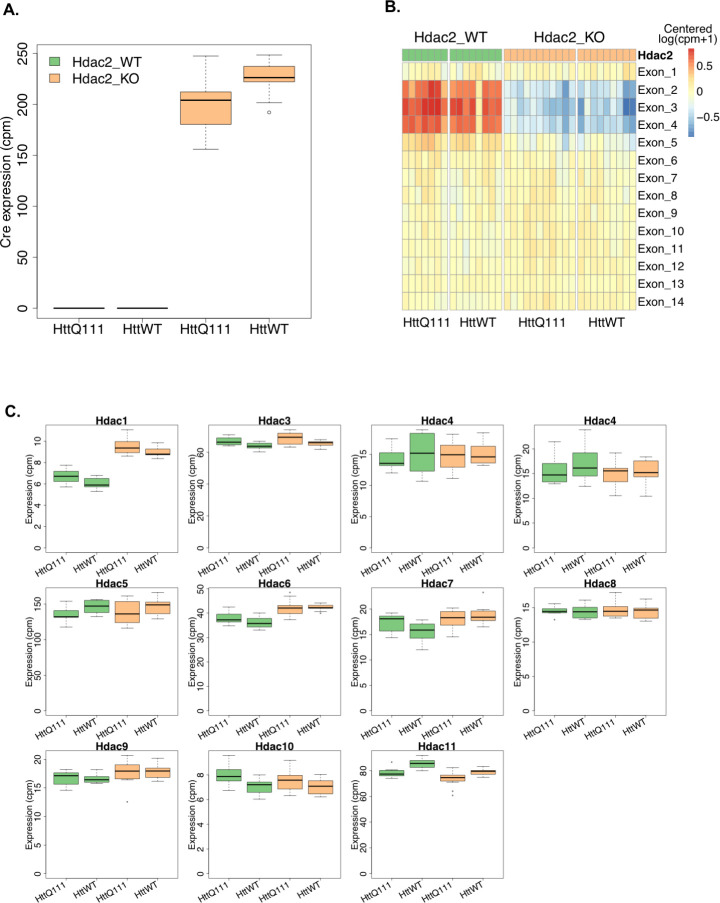
Expression of *Hdac* genes and Cre recombinase. (**A**) *Cre* expression is increased in *Hdac2* KO mice that also express the *DARPP-32-Cre* transgene. (**B**) Expression level of each *Hdac2* exon showing reduced expression of exons 2–4 in *Hdac2* KO mice, as predicted from the floxed *Hdac2* allele with *loxP* sites spanning these exons (Montgomery et al., 2007). (**C**) Expression levels of other *Hdac* genes. *Hdac1* expression is upregulated in *Hdac2* KO mice. Note that mouse reference genome we used in this study, GRCm38 v. 75 had two Ensembl gene identifiers for *Hdac4*, ENSMUSG00000073617 (third panel on the first row) and ENSMUSG00000026313 (fourth panel on the first row).

**Figure 2—figure supplement 2.**
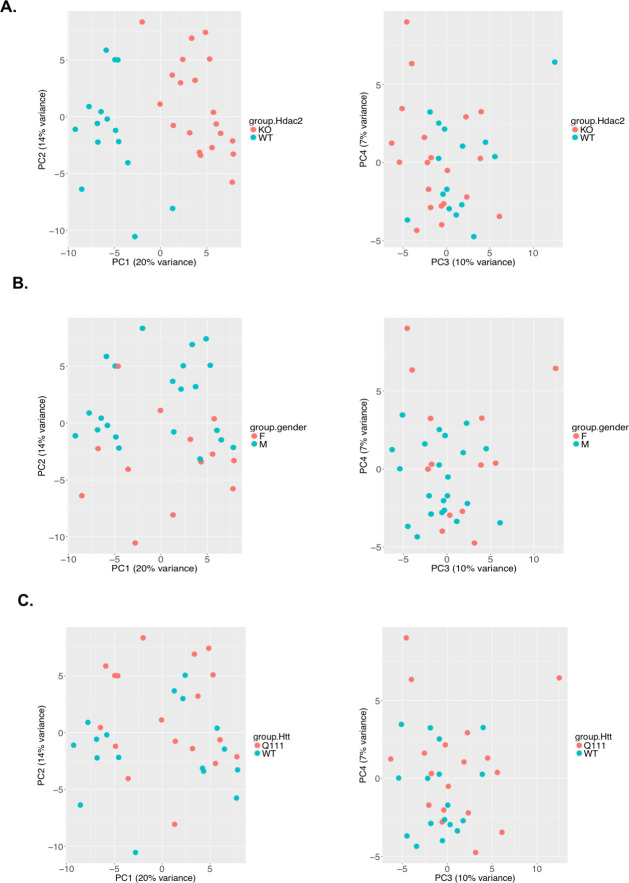
Principal Components Analyses (PCA). PC1 separates gene expression by *Hdac2* genotype (**A**), while PC2 separates gene expression largely by sex (**B**). Gene expression data does not clearly separate the samples by *Htt*^Q111^ genotype (**C**).

**Figure 2—figure supplement 3.**
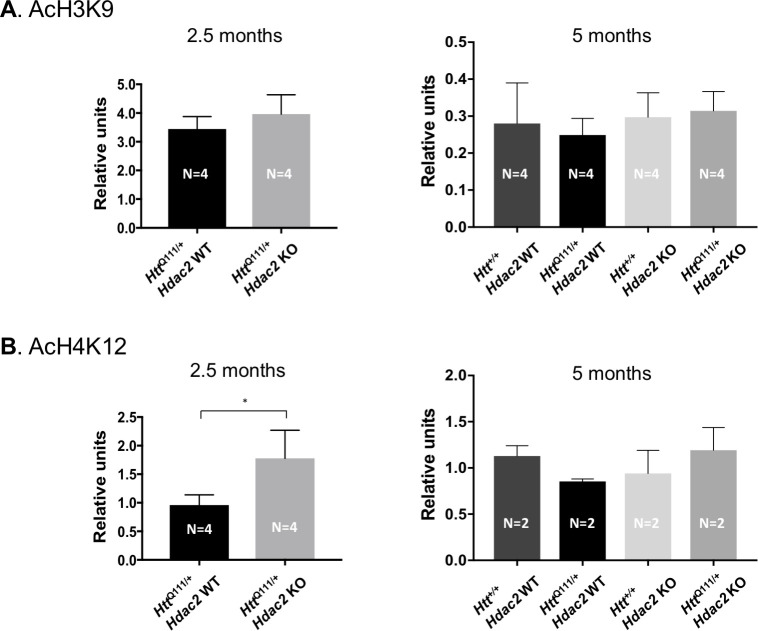
Global H3K9 and H4K12 acetylation levels. (**A**) Quantification of acetylated Lys9 on histone H3, normalized by total H3 level, as detected by western blot. ‘Relative units’ represent the density of AcH3K9 band divided by the density of the corresponding histone H3 band, quantified for each mouse and averaged over the number of mice in each genotype group. (**B**) Quantification of acetylated Lys12 on histone H4 as detected by western blot, normalized by total protein detected by Novex membrane protein stain. ‘Relative units’ represent the density of AcH4K12 band divided by the density of the total protein stain in the corresponding lane, quantified for each mouse and averaged over the number of mice in each genotype group. Error bars show standard deviation. *Hdac2 WT: mean 0.96, 95% CI [0.68,1.24]; *Hdac2* KO: mean 1.78, 95% CI [0.99, 2.56]; 2-tailed unpaired t-test p=0.021 in H4K12 acetylation. Numbers of mice for each group are indicated on the bar graphs. Figure 2—figure supplement 3—source data 1.AcH3K9 and AcH4K12 levels in Hdac2 KO mice.

**Figure 2—figure supplement 4.**
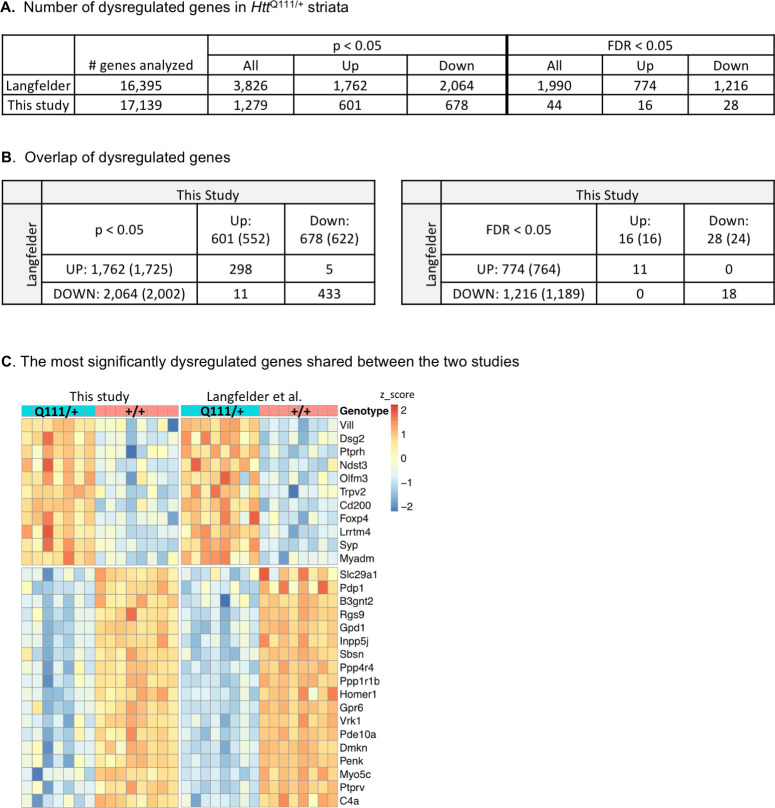
Cross-study comparison of *Htt*^Q111^-differentially expressed genes. RNA-seq data from striata of B6J.*Htt*^Q111/+^ and *Htt*^+/+^ mice described in Langfelder et al., 2016 were analyzed in the same way as the current study for comparison. (**A**) The number of dysregulated genes (all, up- or down-regulated) in each study at two different statistical significance thresholds. (**B**) The number of overlapping up- or down-regulated genes between the two studies. Numbers in parentheses show the number of shared genes in each study. (**C**) Heat map of the 29 most significantly up or down-regulated genes shared between the two studies (FDR adjusted p<0.05).

To assess the impact of the two genetic mutations (*Hdac2* KO and *Htt*^Q111^) on the transcriptome we performed differential gene expression analyses to test the effects of the MSN-specific *Hdac2* KO in the *Htt^+/+^* background (contrast 1), or the *Htt*^Q111/+^ background (contrast 2), and the effects of the *Htt*^Q111^ allele in a *Hdac2* WT background (contrast 3) or the *Hdac2* KO background (contrast 4). We also compared *Htt*^Q111/+ ^*Hdac2* KO and *Htt*^+/+ ^*Hdac2* WT striata (contrast 5) (Figure 2; Source data 2). Figure 2 displays the number of differentially expressed genes (DEGs) in each of the differential gene expression contrasts. 

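In *Htt*+/+ mice, *Hdac2* KO against *Hdac2* WT (contrast 1) gave 3056 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 17.8% of the 17126 genes tested, with 1551 up-regulated and 1505 down-regulated. At a nominal p under 0.05 there were 4959 genes, where chance alone would give 856. In *Htt* Q111/+ mice (contrast 2) the adjusted count was 2841, 16.5% of 17169 genes, with 1319 up-regulated and 1522 down-regulated, and the nominal count was 4831. The median absolute log2 fold change of the genes past the adjusted threshold was 0.24 in contrast 1 and 0.20 in contrast 2. Over the alternatives, the adjusted count ran from 822 to 5094 in contrast 1 and from 331 to 3520 in contrast 2. Both lowest counts came from the model with the extraction date in place of the surrogate variables, a fit that rests on the pair of dates with libraries of both *Hdac2* genotypes. Among the largest changes, *Frem3* had a log2 fold change of 3.66 (standard error 0.31, adjusted p = 7.02e-10) in contrast 1 and 2.20 (0.26, 3.36e-07) in contrast 2. *Wdr86* had 2.95 (0.22, 7.03e-11) and 2.87 (0.20, 4.33e-11), and *Chrnb4* had 2.39 (0.26, 4.89e-08) and 2.53 (0.23, 2.66e-09). *Pnmt* (chromosome 11, 98386450 to 98388181), which lies close to *Ppp1r1b*, the gene whose promoter drives Cre, had 3.03 (0.20, 7.16e-12) and 2.12 (0.19, 1.5e-09). The largest falls that passed in both contrasts included *Clec12a*, at −1.88 (0.14, 5.85e-11) and −1.64 (0.12, 5.84e-11), and *Gm26673*, which overlaps *Kcna6* and is uncertain for that reason, at −1.79 (0.17, 5.62e-09) and −1.64 (0.15, 5.07e-09). *Ttr* had the lowest log2 fold change of contrast 1, −3.12 (standard error 1.05, adjusted p = 0.0359), but varied from 0.234 to 171 CPM among the 8 *Htt*+/+ *Hdac2* WT libraries, and its change had the opposite sign in the fit with the extraction date (0.22, adjusted p = 0.962; 0.0151 to 0.962 over 17 alternatives).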

Strikingly, knockout of *Hdac2* in MSNs elicited a substantial transcriptional response, roughly comparable in *Htt*^+/+^ or *Htt*^Q111/+^ mice, with ~11–12% of genes statistically significantly dysregulated (FDR adjusted p<0.05) and being both up- and down-regulated in approximately equal proportion. 

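Between *Htt* Q111/+ and *Htt*+/+ mice with *Hdac2* WT (contrast 3), 1859 of 17133 genes (10.9%) had a nominal p under 0.05, against 857 by chance, with 916 up-regulated and 943 down-regulated. With the *Htt* labels permuted among the 15 *Hdac2* WT libraries, 8 of 70 assignments, the real one included, gave at least as many. The nominal count is thus of a size that permuted labels also reach. After adjustment 69 genes remained past 0.05, 31 up-regulated and 38 down-regulated, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In proportion to its size, this count moved more with the processing than those of the *Hdac2* contrasts. It was 837 with the ID series of the mice in place of the surrogate variables and 0 when only the 15 *Hdac2* WT libraries were fitted (1647 genes at a nominal p under 0.05). *Dsg2* had a log2 fold change of 0.94 (standard error 0.16, adjusted p = 0.00413), *Vill* of 1.21 (0.26, 0.0326), *Ptprh* of 0.55 (0.11, 0.0177) and *Htr2a* of 0.52 (0.12, 0.0474). Of 17 alternatives, these calls held in 12 for *Dsg2*, 10 for *Vill*, 8 for *Ptprh* and 5 for *Htr2a*. The highest adjusted p values were 0.272, 0.352, 0.440 and 0.461 in the same order. Several of the largest falls depend on single animals. *Gm10260* (−2.45, adjusted p = 0.00287) and *C4a* (−1.29, adjusted p = 0.00823) were high in the 3 *Htt*+/+ mice whose ID begins with A, of which 2 are *Hdac2* WT. Their ranges in these 3 mice were 22.8 to 24.0 CPM for *Gm10260* and 18.8 to 22.6 CPM for *C4a*, against at most 1.92 and 8.25 CPM in the other 32 mice. *Rps2-ps13*, a pseudogene that can share reads with *Rps2*, had the lowest value (−4.36, adjusted p = 0.0106) and split into low and high libraries in every group, from 0.839 to 66 CPM over all mice.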

In line with previous studies (Ament et al., 2017; Langfelder et al., 2016; Bragg et al., 2017), *Htt*^Q111/+^ striata exhibited a large number of genes that were both up- and down-regulated, although only a moderate number reached statistical significance when accounting for multiple testing. 

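Between *Htt* Q111/+ and *Htt*+/+ mice with *Hdac2* KO (contrast 4), 1287 of 17110 genes (7.52%) had a nominal p under 0.05, with 557 up-regulated and 730 down-regulated, against 856 by chance. With the *Htt* labels permuted among the *Hdac2* KO libraries, 7 of 70 assignments, the real one included, gave at least as many. One gene passed the adjusted threshold, *Pnmt* (log2 fold change −0.75, standard error 0.13, adjusted p = 0.0329 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is also raised in both *Hdac2* KO groups. The difference between contrasts 4 and 3 was tested for each gene as an interaction of both genotypes. Of 17346 genes, 976 had a nominal p under 0.05 for it, against 867 by chance, and 1 had an adjusted p under 0.05. With the *Htt* labels permuted within both *Hdac2* backgrounds, 38 of 70 assignments, the real one included, gave at least as many nominal genes. The average of contrasts 3 and 4, which uses all 35 libraries for the *Htt* Q111 allele, gave 220 genes with an adjusted p under 0.05, of which 75 were up-regulated and 145 down-regulated.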

Interestingly, the transcriptional dysregulation mediated by the *Htt*^Q111^ allele appeared to be somewhat muted in the *Hdac2* knockout background (Figure 2- compare contrasts 3 and 4). 

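In contrast 5, *Htt* Q111/+ *Hdac2* KO against *Htt*+/+ *Hdac2* WT mice, 3627 of 17088 genes (21.2%) had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 1747 up-regulated and 1880 down-regulated, and 5426 had a nominal p under 0.05. The median absolute log2 fold change of the 3627 genes was 0.23. Males alone gave 2263 genes, and the fit with the extraction date 798.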

The comparison of *Htt*^Q111/+ ^*Hdac2* KO and *Htt*^+/+^*Hdac2* WT striata indicated an effect similar in magnitude to that of the *Hdac2* KO mutation alone.

We compared the *Htt*^Q111^-DEGs in this study with those in striata of heterozygous *Htt*^Q111/+^ mice in a previous study by Langfelder et al., 2016. In the Langfelder study, heterozygous *Htt*^Q111/+^ mice were analyzed as part of a larger allelic series of *Htt* CAG knock-in mice; here, we reanalyzed the Langfelder data comparing *Htt*^Q111/+^ to wild-type striata using the same analysis method used in the current study (Figure 2—figure supplement 4; Materials and methods). A large proportion of gene expression changes in the current study overlapped with those in the Langfelder dataset, although many more DEGs were identified in the latter (Figure 2—figure supplement 4A, B). Differences may be due to the age of the mice - 5 months in current study and 6 months in the Langfelder study – especially considering the dramatic increase in transcriptional dysregulation that occurs between 2 and 6 months of age (Langfelder et al., 2016). In addition, factors such as genetic heterogeneity (Materials and methods) and disproportionate male:female ratios of mice in our study may contribute to reduced power to detect *Htt*^Q111^- driven transcriptional changes. Importantly, the vast majority of the common genes were dysregulated in the same direction (Figure 2—figure supplement 4B); at a nominal p value of < 0.05, 721 genes were coordinately dysregulated (298 up-regulated in both studies and 433 down-regulated in both studies). 

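The counts of the earlier study were not analysed here. In the present counts, all 29 genes that the paper lists as common to both studies (Figure 2—figure supplement 4C) had an adjusted p under 0.05 in contrast 3 over all genes tested, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 11 were up-regulated and 18 down-regulated, with log2 fold changes from −1.29 to 1.21. All 29 also passed when adjusted over the list alone, which is not independent evidence, since the paper chose the list on these same libraries. In *Hdac2* KO mice (contrast 4) none passed over all genes and 14 had a nominal p under 0.05, the same number as when adjusted over the list alone.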

Correcting for multiple testing (FDR adjusted p<0.05), 29 genes were coordinately dysregulated (11 up-regulated in both studies and 18 down-regulated in both studies). These 29 genes are displayed in Figure 2—figure supplement 4C, highlighting several genes including *Ppp1r1b, Penk and Pde10a* also found to be dysregulated in *Htt*^Q111/+^ mice in additional previous studies (Ament et al., 2017; Bragg et al., 2017). We refer to these 29 genes as ‘commonly dysregulated genes’ in downstream analyses.

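*Ppp1r1b* (ENSMUSG00000061718, chromosome 11, 98348404 to 98357286) had 1574 ± 128 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT and 1190 ± 143 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT striata, a log2 fold change of −0.28 (standard error 0.052, adjusted p = 0.0121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Penk* (ENSMUSG00000045573, chromosome 4, 4133531 to 4138819) fell from 1926 ± 113 CPM (SD, n = 8) to 1312 ± 304 CPM (SD, n = 7), with a log2 fold change of −0.49 (standard error 0.099, adjusted p = 0.0177). *Pde10a* (ENSMUSG00000023868, chromosome 17, 8525372 to 8982391) fell from 958 ± 111 CPM (SD, n = 8) to 702 ± 117 CPM (SD, n = 7), with a log2 fold change of −0.33 (standard error 0.069, adjusted p = 0.0222). All 3 genes overlap another gene (*1700003D09Rik*, *A830012C17Rik* and *Gm15425*), whose reads the counting could share where both lie on the same strand. Across strands little was shared in the pair examined. In females *Tsix* had 20 to 132 counts, and *Xist*, on the other strand, 102834 to 182622. The fitted log2 fold changes are after adjustment for the surrogate variables, and are smaller than the ratios of the group means.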

### Overlaps in gene dysregulation elicited by the *Hdac2* KO and the *Htt*^Q111^ allele

To gain insight into the transcriptionally dysregulated genes in each of the four contrasts we determined the enrichment of the DEGs in biological pathways (Figure 3; Source data 3). These analyses revealed that the *Hdac2* KO and *Htt*^Q111^ mutations altered a number of shared processes and pathways. For example, pathways related to cell adhesion, plasma membrane, calcium ion binding and morphine addiction were amongst the most significantly up-regulated in response to either the *Hdac2* KO mutation (Figure 3, contrast 1) or the *Htt*^Q111^ allele (Figure 3, contrast 3). Broadly, pathways related to neuronal function were down-regulated in both in *Hdac2* KO striata and *Htt*^Q111/+^ striata, although the nature of these pathways was somewhat different, for example an enrichment for signaling pathways in *Htt*^Q111/+^ striata and for pathways related to neuronal and synapse structure in the *Hdac2* KO. To gain further insight into commonalities between the impacts of *Hdac2* KO and *Htt*^Q111^ mutations on transcriptional dysregulation we determined the overlaps in the DEGs and in the pathways enriched for DEGs elicited by the two mutations (i.e. overlap between contrasts 1 and 3) (Figure 3—figure supplement 1, yellow highlighted cells). 

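Of 16971 genes tested in both contrasts 1 and 3, 965 had a nominal p under 0.05 in both, and 897 of these (93.0%) changed in the same direction, 453 up and 444 down. The odds ratio for the same direction was 2.6 (one-sided Fisher's exact test, p = 3.68e-79). At an adjusted p under 0.05 in both, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, there were 39 genes in the same direction and 3 in opposite directions (odds ratio 6.04, p = 5.96e-13). Both contrasts use the same 8 *Htt*+/+ *Hdac2* WT libraries as controls, which by itself makes their changes alike. In 24 simulations of counts with no effect of the *Htt* Q111 allele, 286 to 350 genes changed in the same direction, with odds ratios of 0.97 to 1.34. With the control libraries split between the contrasts, so that none was shared, 20 random splits gave odds ratios from 0.997 to 2.09 (median 1.48), and 69.4% to 89.5% of the common genes changed in the same direction. Pathways were not analysed here.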

There was a highly significant overlap in the DEGs and enriched pathways due to the *Hdac2* KO or the *Htt*^Q111^ allele, largely reflecting overlaps in DEGs and enriched pathways altered in the same direction, i.e. up- or down-regulated in both conditions (statistical tests of enrichment were performed using one-sided Fisher exact tests – see Materials and methods, and results are shown in Figure 3—figure supplement 1C). We also compared the effect of the *Hdac2* KO in the presence and absence of the *Htt*^Q111^ allele (Figure 3, contrasts 1 and 2). There were highly significant overlaps in the DEGs and enriched pathways altered in the same direction between two contrasts (Figure 3—figure supplement 1; pink highlighted cells). 

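Contrasts 1 and 2 share no library. Of 16949 genes tested in both, 3235 had a nominal p under 0.05 in both, of which 1549 were up-regulated in both, 1682 down-regulated in both and 4 changed in opposite directions. The odds ratio for the same direction was 12.6 (one-sided Fisher's exact test). At an adjusted p under 0.05 in both, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 939 genes were up-regulated in both, 1013 down-regulated in both and 0 changed in opposite directions (odds ratio 26.6). In both contrasts the *Hdac2* KO and *Hdac2* WT libraries differ in extraction date as well as in genotype.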

Finally, we compared the effect of *the Htt*^Q111^ allele in the presence and absence of the *Hdac2* KO mutation (Figure 3, contrasts 3 and 4). The pathways downregulated by the *Htt*^Q111^ allele in the *Hdac2* KO mice again largely encompassed those involved in neuronal function, whilst the most significantly upregulated pathways highlighted the extracellular matrix rather than cell adhesion pathways that were predominantly upregulated by the *Htt*^Q111^ allele on the *Hdac2* WT background. Again, there were significant overlaps in DEGs and enriched pathways that were altered in the same direction by the *Htt*^Q111^ allele in *Hdac2* WT and KO conditions (Figure 3—figure supplement 1, blue highlighted cells).

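Contrasts 3 and 4 share no library either. Of 16897 genes tested in both, 301 had a nominal p under 0.05 in both, of which 96 were up-regulated in both, 185 down-regulated in both and 20 changed in opposite directions. The odds ratio for the same direction was 2.55 (one-sided Fisher's exact test, p = 2.51e-33). No gene had an adjusted p under 0.05 in both contrasts.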

**Figure 3.**
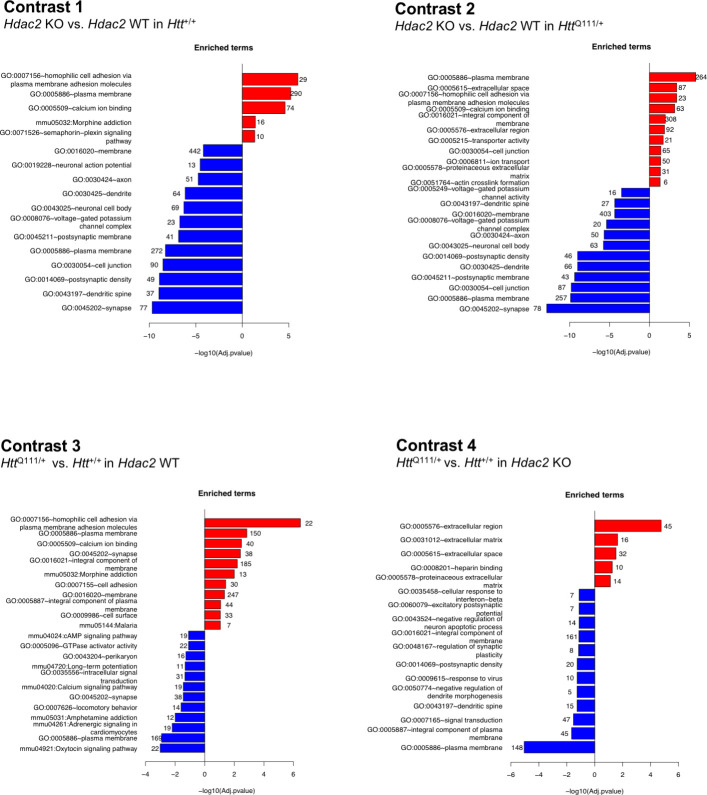
Pathway enrichment of differentially expressed genes. The most significantly enriched pathways that are up- or down-regulated in each of four differential gene expression contrasts are shown. Numbers at the end of each bar show the number of genes represented in each pathway. For contrasts 1 and 2, DEGs used in the pathway analyses met the FDR < 0.05 threshold; for contrasts 3 and 4 DEG genes had a nominal p<0.05. The full set of pathways analyses is provided in Source data 2.

**Figure 3—figure supplement 1.**
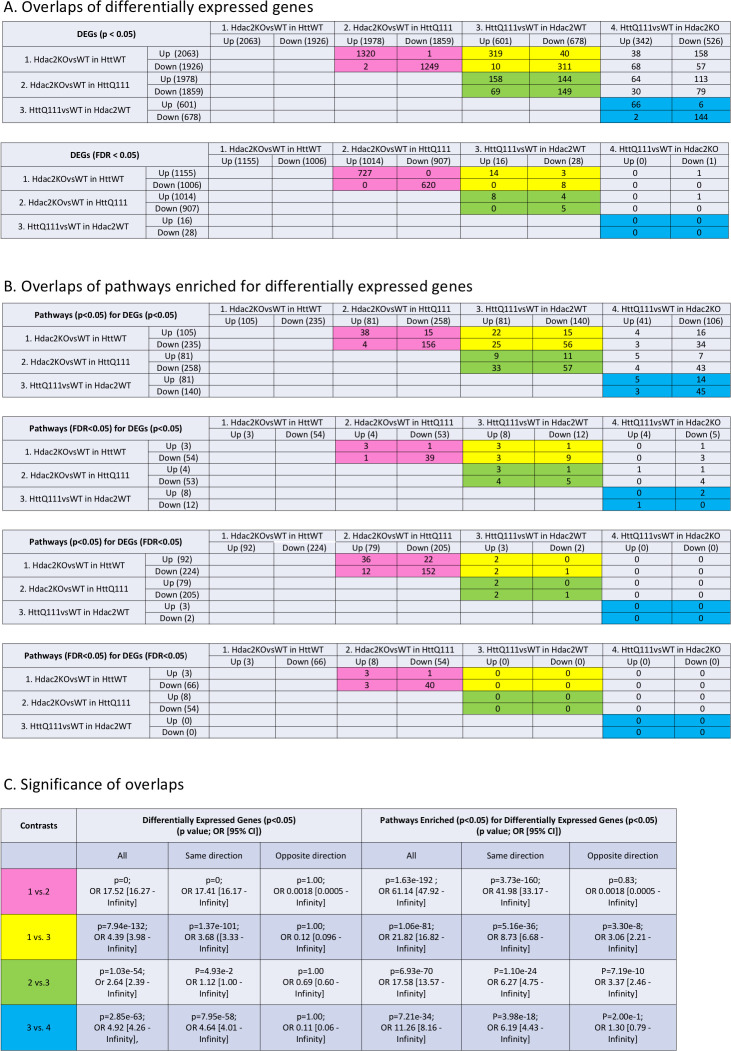
Overlaps of differentially expressed genes and enriched pathways in each of the four contrasts. Numbers of DEGs genes (**A**) and enriched pathways (**B**) that overlap between the four contrasts at different significance threshold cut-offs. (**C**) The significance, determined using a one-tailed Fisher Exact test, of the enrichment of overlapping genes/pathways, for differentially expressed genes (p<0.05), or pathway enrichment (p<0.05 based on DEGs at p<0.05). The colors highlight overlaps between specific contrasts referred to in the text.

It should be noted that a direct comparison of gene dysregulation elicited by the *Htt*^Q111^ allele and *Hdac2* KO is complicated by the fact that the *Htt*^Q111^ allele is constitutively expressed whereas the *Hdac2* KO mutation is specific to striatal MSNs. Nevertheless, taken together, the results of our differential gene expression analyses, pathway enrichment and overlap analyses indicate that: (1) Genes and pathways can be dysregulated in the same direction by either the *Htt*^Q111^ allele or the *Hdac2* KO mutation; (2) There is substantial overlap in gene dysregulation by the *Hdac2* KO mutation in the presence or absence of the *Htt*^Q111^ allele, and vice versa. (3) The impact of one mutation depends in part on the presence of the other.

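The one gene whose interaction of the *Htt* and *Hdac2* genotypes passed the adjusted threshold was *Fibcd1* (ENSMUSG00000026841, chromosome 2, 31813290 to 31846005). The *Htt* Q111 allele changed it by −0.33 on the log2 scale with *Hdac2* WT (standard error 0.055, adjusted p = 0.00413) and by 0.10 with *Hdac2* KO (standard error 0.045, adjusted p = 0.639). The difference was 0.43 (standard error 0.069, adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 20.5 ± 3.91 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT, 17.3 ± 3.20 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT, 11.5 ± 1.36 CPM (SD, n = 9) in *Htt*+/+ *Hdac2* KO and 11.9 ± 1.18 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata. This call held in 5 of 16 alternatives, with adjusted p values from 7.51e-05 to 0.927. With the 2 *Htt*+/+ *Hdac2* WT mice with 1 floxed allele left out, 0 genes passed the threshold for the interaction.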

### A subset of genes dysregulated in *Htt*^Q111/+^ striata is reversed by knockout of *Hdac2* in MSNs

We were interested to determine the extent to which *Htt*^Q111^-dysregulated genes might be reversed by the MSN-specific *Hdac2* KO. However, given the overlap in gene dysregulation elicited by either the *Htt*^Q111^ allele or the *Hdac2* KO (Figure 3; Figure 3—figure supplement 1) we wondered whether *Htt*^Q111^-dysregulated genes might in fact be further changed in the same direction by the *Hdac2* KO. To assess this, we first determined the set of genes that was dysregulated both in the comparison of *Htt*^Q111/+^ vs. *Htt*^+/+^ striata in the *Hdac2* WT background (contrast 3) and in the comparison of *Hdac2* KO vs. *Hdac2* WT striata in the *Htt*^Q111/+^ background (contrast 2) (Figure 4A, left table; Figure 3—figure supplement 1, green highlighted cells, Source data 4). 

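Of 17045 genes tested in both contrasts 3 and 2, 765 had a nominal p under 0.05 in both (odds ratio 1.96, one-sided Fisher's exact test, p = 9.8e-39) and 26 had an adjusted p under 0.05 in both, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 7 *Htt* Q111/+ *Hdac2* WT libraries enter both contrasts with opposite sign, so a gene that is high or low in them by chance counts as changed in opposite directions.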

We identified 520 DEGs common to both comparisons applying a nominal p value < 0.05 to each differential gene expression analysis, while 17 were common to both comparisons applying an FDR-adjusted p value<0.05. The overlapping genes included both those that changed in opposite directions, i.e. up-regulated by *Htt*^Q111^ and then down-regulated by *Hdac2* KO and vice versa, and those that changed in the same direction. The former (69 up-regulated by *Htt*^Q111^ and down-regulated by *Hdac2* KO plus 144 down-regulated by *Htt*^Q111^ and up-regulated by *Hdac2* KO) comprise 17% of all *Htt*^Q111^-dysregulated genes (p<0.05), indicating possible rescue. 

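In the counts re-analysed here, 143 genes were up-regulated by *Htt* Q111 and down-regulated by *Hdac2* KO and 185 were down-regulated by *Htt* Q111 and up-regulated by *Hdac2* KO, at a nominal p under 0.05 in contrasts 3 and 2. These 328 genes are 17.7% of the 1851 genes with a nominal p under 0.05 in contrast 3 that were also tested in contrast 2. In the 24 simulations with no effect of the *Htt* Q111 allele, 288 to 355 genes (median 312.5) met the same criteria through the shared *Htt* Q111/+ *Hdac2* WT libraries alone, so the observed number is not above that range.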

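In the same direction, 205 genes were up-regulated in both contrasts 3 and 2 and 232 were down-regulated in both, 437 in all and 23.6% of the contrast 3 genes. The simulations with no effect of the *Htt* Q111 allele gave 75 to 113 such genes.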

The latter (158 up-regulated and 149 down-regulated by *Htt*^Q111^ and by *Hdac2* KO in *Htt*^Q111^ striata) comprise ~24% of all *Htt*^Q111^-dysregulated genes (p<0.05), indicating a sizeable proportion of genes for which the *Htt*^Q111^-mediated dysregulation is exacerbated by the *Hdac2* KO. Therefore, it appears that gene dysregulation elicited by the *Htt^Q^*^111^ allele can be both exacerbated and reversed by *Hdac2* KO.

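At an adjusted p under 0.05 in both contrasts, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 21 genes changed in the same direction (15 up and 6 down) and 5 in opposite directions. The paper reads the genes that change in opposite directions in contrasts 3 and 2 as possibly rescued and those that change in the same direction as exacerbated, and from the presence of both sets it proposes that *Hdac2* KO can act on *Htt* Q111 dysregulation in either direction.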

**Figure 4.**
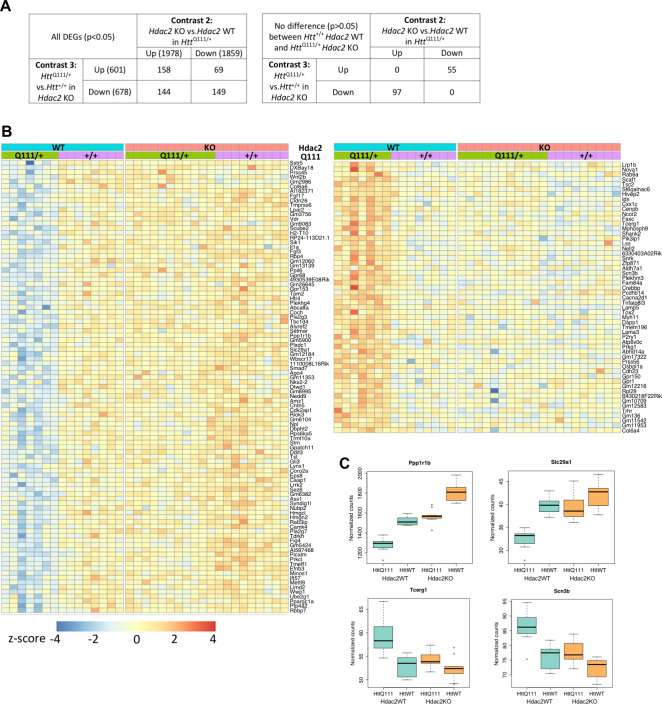
Rescue by *Hdac2* KO of gene expression levels of a subset of genes dysregulated by the *Htt*^Q111^ allele. (**A**) To identify genes dysregulated by the *Htt*^Q111^ allele and by *Hdac2* KO in *Htt*^Q111/+^ mice, the overlapping genes in contrasts 3 and 2 were identified (left table). This shows the numbers of genes (p<0.05) up-regulated by *Htt*^Q111^ and either further up-regulated, or down-regulated by *Hdac2* KO in *Htt*^Q111/+^ mice, and the numbers of genes down-regulated by *Htt*^Q111^ and either further down-regulated, or up-regulated by *Hdac2* KO in *Htt*^Q111/+^ mice. To identify *Htt*^Q111^-dysregulated genes whose expression level was normalized by *Hdac2* KO, genes from the contrast 3/2 overlap whose expression level did not differ significantly (p>0.05) between *Htt*^+/+^ *Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO striata were identified (right table). (**B**) Heat map of the 97 genes down-regulated by *Htt*^Q111^ and up-regulated by *Hdac2* KO in *Htt*^Q111/+^ striata and of the 55 genes up-regulated by *Htt*^Q111^ and down-regulated by *Hdac2* KO in *Htt*^Q111/+^ striata, whose expression levels did not differ significantly between *Htt*^+/+^ *Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO. (**C**) Examples of four such genes, two down-regulated by *Htt*^Q111^ and two up-regulated by *Htt*^Q111^ are displayed as box-plots.

**Figure 4—figure supplement 1.**
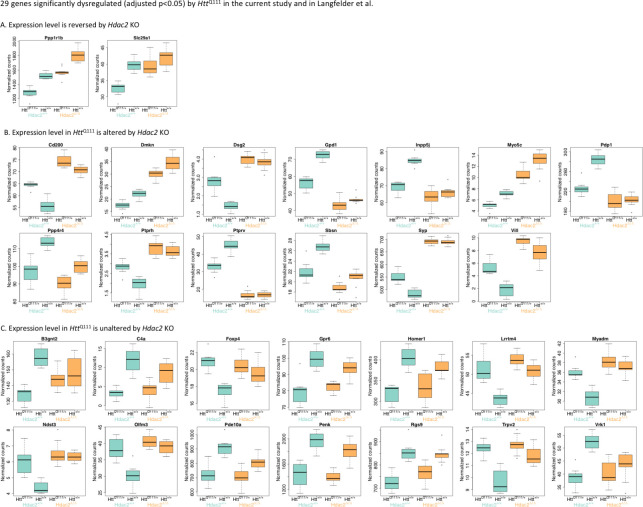
Impact of *Hdac2* KO on the most significantly dysregulated genes common to this study and Langfelder et al. Box-plots showing expression levels of the 29 genes significantly dysregulated in *Htt*^Q111/+^ striata (FDR-adjusted p<0.05) in both the current study and in Langfelder et al., 2016 across all four genotypes. (**A**) Two genes had expression levels that did not differ significantly between *Htt*^+/+^ *Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO striata; thus the down-regulation of these genes is considered to be rescued by *Hdac2* KO. (**B**) 13 genes had expression levels that were changed by *Hdac2* KO in *Htt^Q^*^111^ mice; for most of these, *Hdac2* KO further dysregulated gene expression in the same direction as the *Htt*^Q111/+^ allele. (**C**) For 14 genes there was no change in gene expression in *Htt*^Q111/+ ^*Hdac2* KO compared to *Htt*^Q111/+ ^*Hdac2* WT striata.

To investigate reversal of *Htt*^Q111^-mediated dysregulation by *Hdac2* KO we performed t-tests on the 520 overlapping genes to define genes whose expression level did not differ significantly (p>0.05) between *Htt*^+/+ ^*Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO striata. i.e. reversion of gene expression to wild-type in the presence of both mutant alleles (Figure 4A, right table). 

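Genes changed in opposite directions in contrasts 3 and 2 were compared between the 8 *Htt*+/+ *Hdac2* WT and the 11 *Htt* Q111/+ *Hdac2* KO mice on CPM values with the surrogate variables removed, by a two-sided exact permutation test over all 75582 assignments of the 19 libraries, in place of the paper's t-test. The surrogate variables were estimated with the genotype groups in the model. Their removal can narrow the spread within groups, which the test does not account for. Of the 328 genes, 240 had a p above 0.05, of which 129 were down-regulated and 111 up-regulated by *Htt* Q111. With an adjusted p under 0.05 required in contrasts 3 and 2, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 genes met the criteria. At a nominal p under 0.05, where the main fit gave 240, the number depended on the processing. It ran from 120, with the replicate number as a block beside the surrogate variables, to 666, with the ID series in their place.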

152 genes had expression levels that did not differ significantly between these two genotypes, of which 97 were down-regulated by *Htt*^Q111^ and up-regulated by *Hdac2* KO and 55 were up-regulated by *Htt*^Q111^ and down-regulated by *Hdac2* KO (Figure 4B, lower table, Source data 4). These genes represent ~12% of the total number of *Htt*^Q111^-dysregulated genes (p<0.05). 

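The 240 genes are 13.0% of the 1851 contrast 3 genes. In the 24 simulations with no effect of the *Htt* Q111 allele, 187 to 235 genes met the criteria, 21.7% to 26.0% of the simulated contrast 3 genes. The *Htt* labels of the 15 *Hdac2* WT libraries were also permuted 69 times, and each assignment was fitted in a faster form of the same model, in which the real labels gave 239 genes. With the real labels included, 25 of 70 assignments gave at least as many such genes, and 35 of 70 gave at least as many as the 330 genes changed in opposite directions in contrasts 3 and 2. In contrast, 1 of 70 gave as many as the 440 genes changed in the same direction in contrasts 3 and 2, and 2 of 70 as many as the 905 genes changed in the same direction in contrasts 1 and 3.

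**Figure D1:**
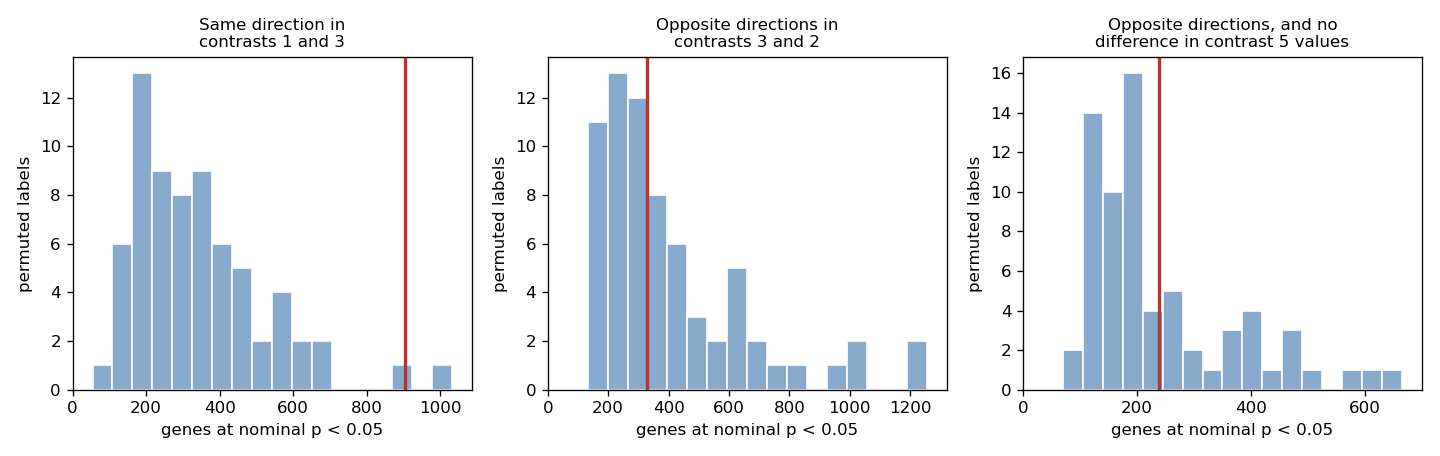
Numbers of genes (x axis, genes at a nominal p under 0.05) over 69 permutations of the *Htt* labels among the 15 *Hdac2* WT libraries (y axis, number of permuted labels, blue bars), and with the real labels (red line). The red line lies at 905 genes in the left panel, where 1 permuted assignment reaches it, and within the blue bars at 330 genes in the middle panel and at 239 genes in the right panel.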

Note that a far greater number of genes did show significant differences in expression between *Htt*^+/+ ^*Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO striata (Figure 2, contrast 5). 

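By the edgeR test of contrast 5 itself, 290 of the 328 genes changed in opposite directions in contrasts 3 and 2 had a nominal p of 0.05 or more between *Htt*+/+ *Hdac2* WT and *Htt* Q111/+ *Hdac2* KO striata, whereas the permutation test of each gene's CPM values left 240.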

Gene expression values for these 152 genes across all four genotypes are displayed as a heat map in Figure 4B, highlighting the comparable gene expression levels in *Htt*^+/+^ *Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO striata (middle two panels) for both *Htt*^Q111/+^ down-regulated genes (left hand heat map) and *Htt*^Q111/+^ up-regulated genes (right hand heat map). Also apparent are effects of the *Hdac2* KO on these genes in *Htt*^+/+^ striata (compare second and fourth panels), though to a lesser degree than in *Htt*^Q111/+^ striata. 

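Of the 240 genes, 17 had a nominal p under 0.05 in contrast 1, and 159 changed in contrast 1 in the direction of contrast 2. The median ratio of the log2 fold change of contrast 1 to that of contrast 2 was 0.167. For 84 of the 240 the interaction of both genotypes had a nominal p under 0.05. The genes were selected on contrast 2, which raises their changes in contrast 2 over those in contrast 1.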

Examples of two of these *Htt*^Q111^ down-regulated genes and two *Htt*^Q111^-up-regulted genes are displayed as box-plots in Figure 4C. Of interest, one of these genes is *Tcerg*, a candidate human onset modifier (Genetic Modifiers of Huntington’s Disease (GeM-HD) Consortium, 2019).

We further specifically examined the impact of *Hdac2* KO on the 29 genes (Figure 2—figure supplement 4) commonly dysregulated (FDR adjusted p<0.05) in the current study and in the Langfelder study (Figure 4—figure supplement 1) Two of these 29 genes (*Ppp1r1b* and *Slc29a1*) overlapped with the set of 152 genes whose expression level did not differ between *Htt*^+/+^* Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO (Figure 4D; Figure 4—figure supplement 1A). 

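With the surrogate variables removed, *Ppp1r1b* had 1520 ± 44.6 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT, 1276 ± 80.7 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT and 1568 ± 65.9 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata. The gain with *Hdac2* KO was 285 CPM in *Htt*+/+ mice. Between *Htt*+/+ *Hdac2* WT and *Htt* Q111/+ *Hdac2* KO striata the exact permutation test gave p = 0.0915. The log2 fold change of contrast 2 was 0.31 (standard error 0.050, adjusted p = 3.48e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Cre transgene carries the promoter region of this gene, so the *Hdac2* KO libraries could hold reads of the transgene in its count, which the gene counts do not separate. *Slc29a1* (ENSMUSG00000023942, chromosome 17, 45585200 to 45599606) had 39.7 ± 1.81 CPM (SD, n = 8), 32.3 ± 2.37 CPM (SD, n = 7), and 39.3 ± 2.76 CPM (SD, n = 11) in the same order of groups, and 42.1 ± 2.90 CPM (SD, n = 9) in *Htt*+/+ *Hdac2* KO striata. The exact permutation test gave p = 0.712. Its log2 fold change was −0.30 in contrast 3 (standard error 0.065, adjusted p = 0.0370) and 0.27 in contrast 2 (standard error 0.062, adjusted p = 0.00195). The call in contrast 3 held in 7 of 17 alternatives, with log2 fold changes from −0.31 to −0.12 and adjusted p values from 0.00459 to 0.676. The other 27 genes of the list did not meet the criteria.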

An additional 13 (*Cd200, Dmkn, Dsg, Gpd1, Inpp5j, Myo5c, Pdp1, Ppp4r4, Ptprh, Ptprv, Sbsn, Syp, and Vill)* overlapped with the set of 520 genes whose expression level was altered by *Htt*^Q111^ and by *Hdac2* KO in *Htt*^Q111^ mice, but for which the *Htt*^Q111^-mediated gene dysregulation was not normalized by *Hdac2* KO in *Htt*^Q111^ mice. 

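All 13 genes had a nominal p under 0.05 in contrast 2, the largest being 0.0288. In 11 of them *Hdac2* KO acted in the direction of the *Htt* Q111 allele, with absolute log2 fold changes of 0.11 to 1.05 (median 0.33) in contrast 2. The exceptions were *Dmkn* and *Myo5c*, which fell with *Htt* Q111 and rose with *Hdac2* KO, by log2 fold changes of 0.80 (standard error 0.078, adjusted p = 1.07e-08) and 1.21 (standard error 0.11, adjusted p = 1.38e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), to levels above those of *Htt*+/+ *Hdac2* WT mice. *Dmkn* had 23.6 ± 1.77 CPM (SD, n = 8) in *Htt*+/+ *Hdac2* WT and 29.7 ± 4.23 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata, and *Myo5c* 6.63 ± 1.54 CPM (SD, n = 8) and 10.1 ± 2.44 CPM (SD, n = 11).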

For the majority of these genes, *Hdac2* KO altered gene expression in the same direction as the *Htt*^Q111^ allele, indicating an exacerbation of the *Htt*^Q111^-mediated dysregulation (Figure 4—figure supplement 1B). For 14 of the 29 commonly *Htt*^Q111^-dysregulated genes (*B3gnt2, C4a, Foxp4, Gpr6, Homer1, Lrrtm4, Myadm, Ndst3, Olfm3, Pde10a, Penk, Rgs9, Trpv2, Vrk1*), their expression level was not further altered by the *Hdac2* KO (Figure 4—figure supplement 1C).

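In contrast 2 these 14 genes had nominal p values from 0.0708 to 0.815 and log2 fold changes from −0.05 to 0.17 (median absolute value 0.06). In the exact permutation test between *Htt*+/+ *Hdac2* WT and *Htt* Q111/+ *Hdac2* KO striata, the largest p of the 14 was 0.000185. The test used values with the surrogate variables removed and does not account for that removal. These p values may thus overstate how far the levels of the 14 genes stayed apart from those of *Htt*+/+ *Hdac2* WT mice. *C4a* is one of these genes, and its change with *Htt* Q111 depends on the 3 *Htt*+/+ mice with an ID beginning with A (log2 fold change −0.29, adjusted p = 0.225 in contrast 3 without them, and 0.00219 to 0.613 over 17 alternatives).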

Interestingly, we noticed that in these 29 commonly dysregulated genes, the *relative* impact of the *Htt*^Q111^ allele was reduced in *Hdac2* KO mice. i.e. the difference in gene expression between *Htt*^Q111/+^ and *Htt*^+/+^ is less in *Hdac2* KO than in *Hdac2* WT striata (Figure 4—figure supplement 1). 

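In all 29 genes the absolute log2 fold change between *Htt* Q111/+ and *Htt*+/+ mice was smaller with *Hdac2* KO than with *Hdac2* WT, and the direction of change was the same. The mean difference in the absolute log2 fold change was 0.28. The interaction of both genotypes, which tests the difference gene by gene, had a nominal p under 0.05 for 20 of the 29 genes. The smallest adjusted p was 0.406 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, so no single gene of the list passed.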

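The median absolute log2 fold change of the 29 genes was 0.33 with *Hdac2* WT and 0.10 with *Hdac2* KO, and the median ratio of the change with *Hdac2* KO to that with *Hdac2* WT was 0.321. *Ppp1r1b* changed by −0.20 with *Hdac2* KO (standard error 0.042, adjusted p = 0.0963), *Penk* by −0.36 (standard error 0.078, adjusted p = 0.114) and *Pde10a* by −0.20 (standard error 0.054, adjusted p = 0.205), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, without passing the adjusted threshold. Nominal p values from the same test were 3.38e-05, 6.00e-05 and 0.000828. For the interaction they were 0.246, 0.288 and 0.138 in the same order, so a smaller change with *Hdac2* KO is not shown for these genes singly.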

To better visualize this, we plotted the absolute log 2-fold change (i.e. log2 fold-change regardless of the direction of change) between *Htt*^Q111/+^ and *Htt*^+/+^ for each of these genes in *Hdac2* WT mice and in *Hdac2* KO mice (Figure 5), highlighting the reduced fold-change for each of these genes in the *Hdac*2 KO, though to different degrees. 

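Over all 16897 genes tested in both contrasts, 10273 (60.8%) had the smaller absolute log2 fold change with *Hdac2* KO. Random sets of 29 of these genes held a median of 18 such genes (central 95% 12 to 23), and none of 100000 sets held 29. The paper drew its sets from genes analysed both in its own and in the earlier study, which were not used here. The 29 genes were selected for an adjusted p under 0.05 in contrast 3, which favours genes whose change is large there. When each gene was instead drawn from the 50 genes nearest to it in the change and p value of contrast 3, 100% of 100000 sets also held 29 genes with a smaller change in *Hdac2* KO. Conversely, of the 29 genes with the smallest p in contrast 4, 19 had a smaller change with *Hdac2* WT than with *Hdac2* KO. In 24 simulations with the same effect of the *Htt* Q111 allele in both backgrounds, 29 genes chosen on contrast 3 held 22 to 28 (median 26) with a smaller change in *Hdac2* KO, and 29 chosen on contrast 4 held 16 to 24 with a smaller change in *Hdac2* WT. A set not chosen on contrast 3 alone is the 219 genes with an adjusted p under 0.05 for the average effect of the *Htt* Q111 allele, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, that were tested in both contrasts. Of these, 183 (83.6%) had the smaller change with *Hdac2* KO, and 154 of the 190 outside the list of 29 (81.1%), with a median ratio of 0.622 over the 219 genes.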

Permutation (Materials and methods) showed a statistically significant enrichment for a reduced relative impact (absolute log2 fold-change) of the *Htt*^Q111^ allele in the *Hdac2* KO in these 29 genes (p<1e-5).

**Figure 5.**
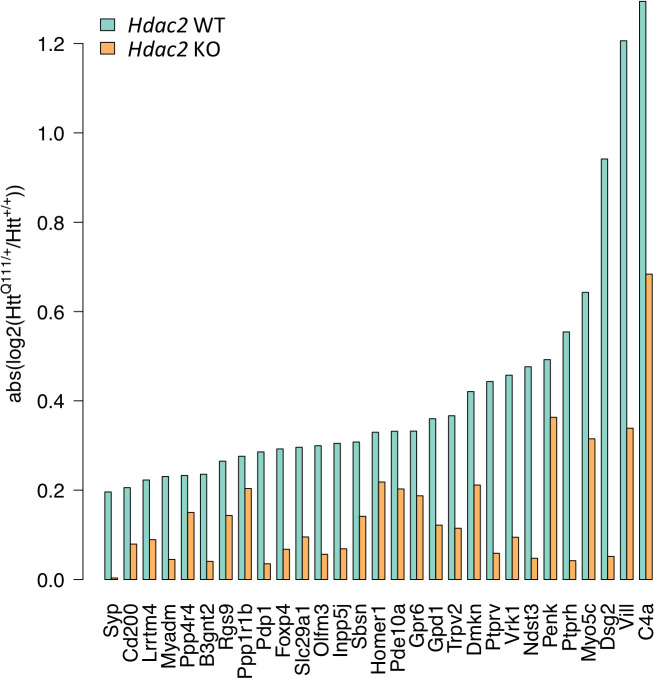
*Hdac2* KO reduces the relative impact of the *Htt*^Q111^ allele. Absolute log2 fold-change of gene expression differences between *Htt*^Q111/+^ and *Htt*^+/+^ were determined in *Hdac2* WT mice and in *Hdac2* KO mice as a measure of gene expression change regardless of direction of effect. x-axis indicates the set of 29 genes significantly dysregulated by *Htt*^Q111^ (FDR adjusted p<0.05) in both this study and in Langfelder et al., 2016; Figure 2—figure supplement 4; Figure 4—figure supplement 1.

We therefore observe the following: (1) The absolute expression levels of a subset of *Htt*^Q111^-dysregulated genes are effectively normalized in *Htt*^Q111^ mice harboring the *Hdac2* KO mutation to levels present in wild-type mice, suggesting rescue of these gene expression changes; (2) The normalization of absolute expression levels of a subset of *Htt*^Q111^-dysregulated genes occurs in a substantially larger background of gene dysregulation elicited by the *Hdac2* KO; (3) In addition, and apparent in a set of the most significantly *Htt*^Q111^-dysregulated genes, *Hdac2* KO lessens the *relative* impact of the *Htt*^Q111^ mutation, regardless of the absolute effect of the *Hdac2* KO on the level of gene expression. Taken together, our results indicate a potentially complex relationship between *Hdac2* KO and the *Htt*^Q111^ mutation.

### *Hdac2* and *Hdac3* modify CAG expansion in *Htt*^Q111^ knock-in mice

We next tested the impact of MSN-specific *Hdac2* or *Hdac3* KO on CAG expansion to determine whether these genes might be involved in the mechanism that drives the rate of phenotypic onset in this vulnerable cell population. We analyzed and quantified CAG striatal expansions in ABI GeneMapper traces of *HTT* CAG repeat-containing PCR products from cohorts of *Htt*^Q111/+ ^*Hdac2* ΚO mice at 2.5, 5, and 10 months of age and from *Htt*^Q111/+ ^*Hdac3* KO mice at 5 months of age (Figure 6). This analysis provides a measure of repeat length distribution across the entire population of striatal cells, and as MSNs contribute to the majority of the unstable alleles at the ages analyzed, it is sensitive to changes in repeat length that are confined to MSNs as shown previously (Kovalenko et al., 2012). Shown are representative raw GeneMapper traces (Figure 6A) and normalized GeneMapper data, averaged per genotype, showing the height of each peak and the change in CAG length relative to those of the main (modal) allele (Figure 6B). We determined an expansion index (Lee et al., 2010) from the GeneMapper data, a measure incorporating both the relative height and distance from the main allele of the expansion peaks representing the mean repeat expansion in the cell population (Figure 6C). Mean CAG lengths were matched between genotypes for each cohort (Source data 1). At 2.5 months of age, we observed a subtle decrease in expansion index in *Hdac2* ΚO striata that was not statistically significant (*Hdac2* WT: mean 5.76, 95% CI [4.64, 6.88]; *Hdac2* KO: mean 5.29, 95% CI [4.23,6.35]; two-tailed unpaired t-test p=0.42). At 5 months of age the expansion index was significantly reduced in *Hdac2* ΚO striata (*Hdac2* WT: mean 15.22, 95% CI [14.16, 16.28]; *Hdac2* ΚO: mean 12.69, 95% CI [10.91, 14.47]; 2-tailed unpaired t-test p=0.0094), while at 10 months of age, we again observed a small reduction in expansion in *Hdac2* ΚO striata; this was most apparent from the GeneMapper traces of closely CAG repeat-matched mice (panel A), though this did not reach statistical significance (*Hdac2* WT: mean 21.55, 95% CI [19.62–23.48]; *Hdac2* ΚO: mean 20.02, 95% CI [17.1–22.94]; two-tailed unpaired t-test p=0.26) across this cohort of mice with a wide range of CAG lengths (Source data 1). Knockout of *Hdac3* in MSNs also decreased the expansion index in the striata of 5 month mice (*Hdac3* WT: mean 13.94, 95% CI [12.81–15.07]; *Hdac3* ΚO: mean 10.43, 95% CI [7.62–13.24]; two-tailed unpaired t-test p=0.0026).

**Figure 6.**
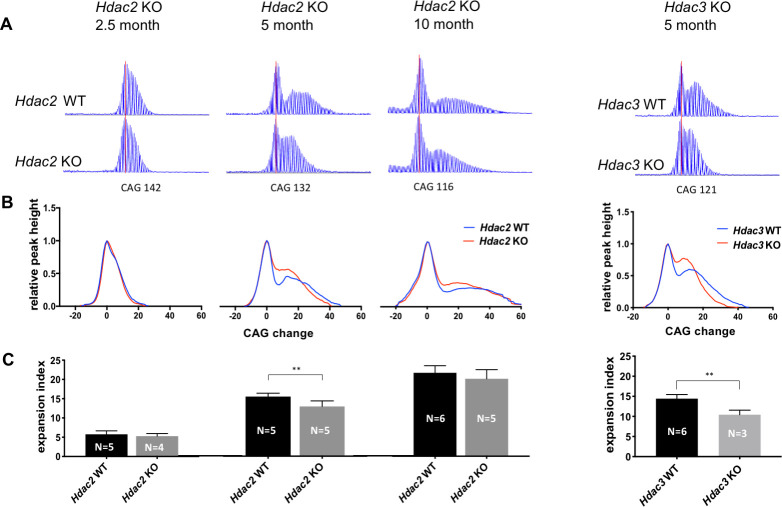
Deletion of *Hdac2* or *Hdac3* in striatal MSNs decreases striatal *HTT* CAG repeat expansions. (**A**) Representative GeneMapper traces of PCR-amplified striatal *HTT* CAG repeats from individual mice matched by main allele repeat length within each age group (Source data 1). Main allele is marked with a vertical red line and the number of CAG repeats is indicated below. Peaks to the right of the main allele represent CAG repeat expansions. (**B**) Genotype-averaged GeneMapper-derived data showing peak heights normalized by the main allele peak height and CAG change relative to the main allele. (**C**) Mean striatal expansion indices per genotype. Error bars represent standard deviation. **p<0.01 (two-tailed unpaired t-test). *p<0.05, **p<0.01; ***p<0.005 (2-tailed unpaired t-test). Numbers of mice for each group are indicated on the bar graphs. Figure 6—source data 1.Expansion Indices in Hdac2 and Hdac3 KO mice.

**Figure 6—figure supplement 1.**
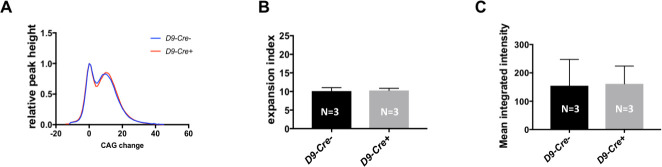
Expression of *Cre* transgene does not affect *HTT* CAG repeat instability and nuclear huntingtin accumulation in MSNs. CAG instability and nuclear mutant huntingtin were measured in a cohort of 5 month *Htt*^Q111/+^ mice harboring wild-type *Hdac2* and *Hdac3* alleles, either with or without the *DARPP-32 Cre* transgene (*D9-Cre*). (**A**) Genotype-averaged GeneMapper-derived data showing peak heights normalized by the main allele peak height and CAG change relative to the main allele. (**B**) Mean striatal expansion indices. (**C**) Mean integrated intensity of striatal nuclear mutant huntingtin immunostaining normalized by the total number of H3-positive nuclei. Error bars show SD. Numbers of mice for each group are indicated on the bar graphs. Figure 6—figure supplement 1—source data 1.Expansion Indices and mAb5374 nuclear huntingtin immunostaining intensities in Cre-expressing HttQ111 mice.

**Figure 6—figure supplement 2.**
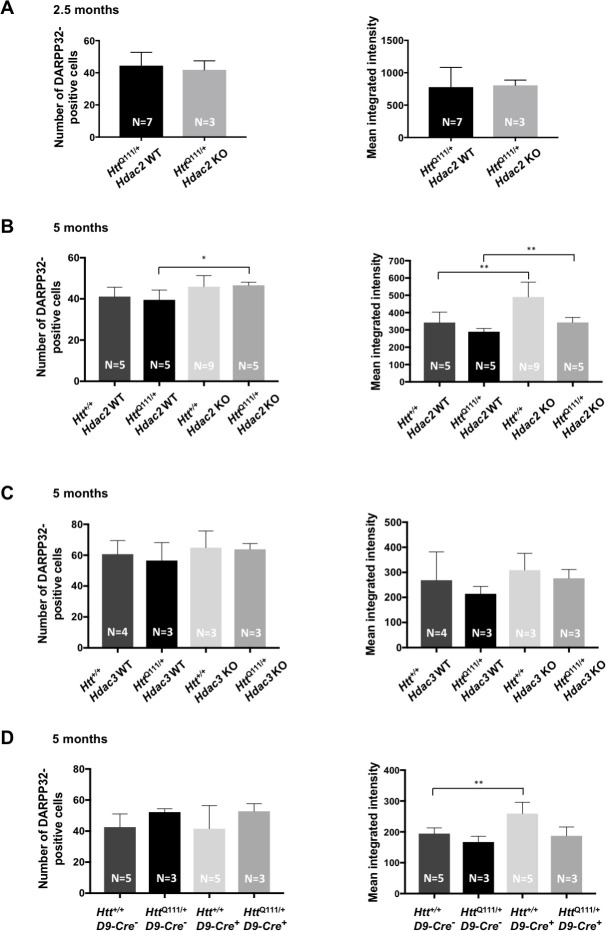
Effect of *Hdac2* or *Hdac3* deletion in striatal MSNs on number of DARPP-32-positive cells and DARPP-32 levels. DARPP-32 levels (mean integrated intensity; right panels) are quantified as integrated intensity of DARPP-32 immunostaining, normalized by the number of DARPP-32-positive cells (left panels). Refer to Source data 1 for the cohorts of mice used. (**A**) 2.5 month *Hdac2* KO mice (‘immunohistochemistry (IHC) cohort’). There were no *Htt^+/+^* mice in this group. (**B**) Five-month *Hdac2* KO mice (‘instability/IHC cohort’). (**C**) 5 month *Hdac3* KO mice (‘IHC cohort’). (**D**) Five-month *DARPP-32 Cre* (*D9-Cre*) expression control mice. Error bars show SD. Numbers of mice for each group are indicated on the bar graphs. *p<0.05, **p<0.01 (2-tailed unpaired t-tests). Figure 6—figure supplement 2—source data 1.DARPP32-positive cells and DARP32 levels in Hdac2 and Hdac3 KO mice.

**Figure 6—figure supplement 3.**
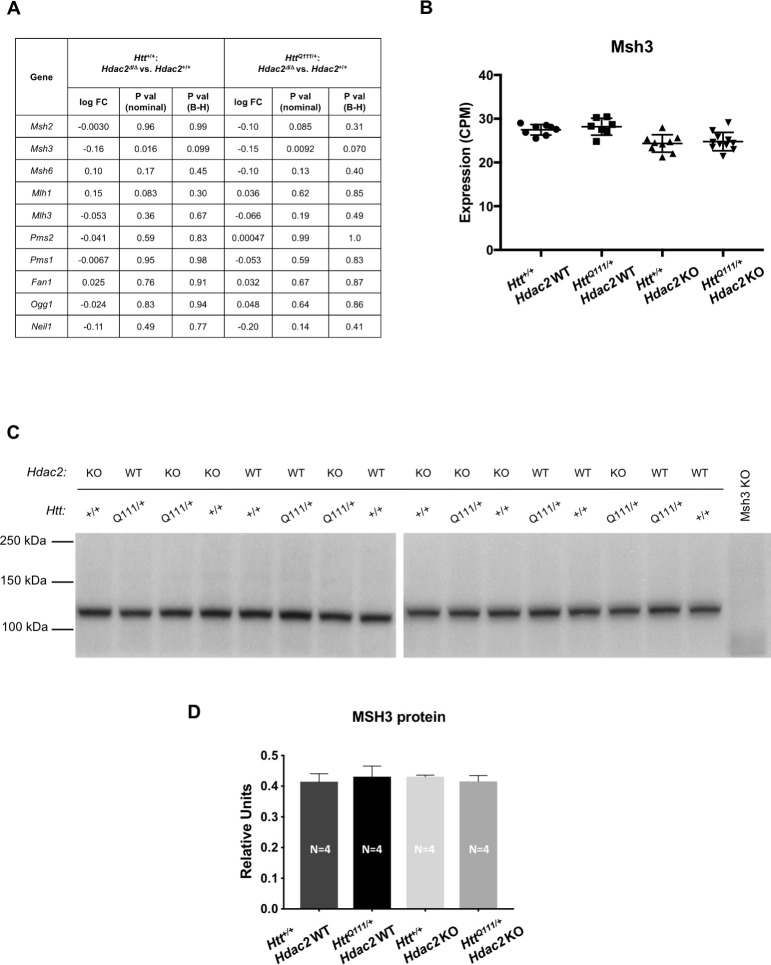
DNA repair gene expression. (**A**) Differential expression analysis of DNA repair genes from RNA-seq data in 5-month mice. (**B**) Effect of *Hdac2* KO on levels of *Msh3* mRNA from RNA-seq data in 5-month mice. (**C**) Total lysates of contralateral striata of a subset of mice from the RNA-seq cohort (N = 4 for each of the four genotypes), probed with anti-MSH3 antibody. *Msh3* KO lane is striatal lysate from an *Msh3^-/-^* knockout mouse, loaded as negative control. (**D**) Quantification of MSH3 protein levels as detected by western blot, normalized by total protein detected by Novex membrane protein stain. ‘Relative units’ represent the density of MSH3 band divided by the density of the total protein stain in the same lane, quantified for each mouse and averaged over the number of mice in each genotype group. Error bars show S.D. Numbers of mice for each group in the western blot are indicated on the bar graph. Figure 6—figure supplement 3—source data 1.MSH3 protein levels in Hdac2 KO mice.

Note that the expression of Cre recombinase itself did not impact CAG expansion (Figure 6—figure supplement 1); therefore, the observed impacts on striatal instability are attributable to the *Hdac2* or *Hdac3* genotype of the mice. Further, as neither *Hdac2* ΚO nor *Hdac3* ΚO resulted in any significant loss of MSNs as determined by the number of DARPP-32-positive cells (Figure 6—figure supplement 2), reduced striatal expansions cannot be readily explained by an altered cellular population biased toward stable alleles. Of note, HDAC3 is required for the long-term maintenance of cerebellar purkinje cells (Venkatraman et al., 2014), although its knock-out in the CA1 region of the hippocampus did not have a detrimental effect on cell survival (McQuown et al., 2011) in line with the lack of obvious MSN degeneration in our *Hdac3* knockout mice. Thus, HDAC3’s role in neuronal survival may depend on cell-type and/or stage of neuronal development or differentiation.

Overall, our results support the conclusion that *Hdac2* and *Hdac3* are moderate enhancers of CAG expansion in MSNs of *Htt*^Q111/+^ mice, with the impact of *Hdac2* KO appearing to depend on the age of the mice. To explore a possible mechanism for instability modification, we investigated the RNA-seq data for expression levels of DNA repair genes that modify repeat instability in mice (Kovalenko et al., 2012; Dragileva et al., 2009; Pinto et al., 2013; Kovtun et al., 2007; Mollersen et al., 2012; Zhao and Usdin, 2018; Miller et al., 2020). Of these, only *Msh3* mRNA levels were modestly decreased in *Htt*^Q111/+ ^*Hdac2* ΚO striata relative to *Htt^Q111^*^/+ ^*Hdac2* KO striata (nominal p<0.01; adjusted p=0.07) (Figure 6—figure supplement 3A, B). However, MSH3 protein levels were not reduced in *Hdac2* ΚO striata from these mice (Figure 6—figure supplement 3C, D). Therefore, dysregulation of DNA repair gene expression does not provide an obvious explanation for the impact of *Hdac2* KO on CAG expansion.

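*Msh3* (ENSMUSG00000014850) lies on chromosome 13 from 92211881 to 92355003. It had 28.2 ± 1.92 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT and 24.8 ± 2.05 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata, a log2 fold change of −0.16 (standard error 0.049, adjusted p = 0.0210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Htt*+/+ mice the values were 27.5 ± 1.22 CPM (SD, n = 8) with *Hdac2* WT and 24.4 ± 1.98 CPM (SD, n = 9) with *Hdac2* KO, also a log2 fold change of −0.16 (standard error 0.054, adjusted p = 0.0309). With the extraction date in the model in place of the surrogate variables, 0 of the 10 repair genes had an adjusted p under 0.05 in contrasts 1 and 2.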

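Of the 10 repair genes listed in Figure 6—figure supplement 3A, *Msh3* alone had an adjusted p under 0.05 in contrasts 1 and 2, over all genes tested and adjusted over the list alone. At a nominal p under 0.05 there were 2 genes in contrast 1 and 3 in contrast 2, *Msh3* among them in both. Over the 10 genes, log2 fold changes lay between −0.16 and 0.15 in contrast 1 and between −0.21 and 0.04 in contrast 2.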

### Pharmacological HDAC inhibition promotes CAG contraction in a cell-based assay

Previous studies have found that Class I HDAC inhibitors suppress CAG expansion (Jung and Bonini, 2007; Suelves et al., 2017; Debacker et al., 2012). To test further the impact of HDAC inhibition on CAG instability, we took advantage of a well-established, sensitive human cell-based assay for repeat contractions (Figure 7A). In this system, a CAG95 repeat is inserted in an intron of an *HPRT* mini-gene construct. Contractions below a threshold of ~38–41 CAGs restore HPRT activity allowing cell growth in selective media. Although the system is blind to expansions, there is relatively good consistency between genetic modifiers identified in this assay and those that modify CAG expansion in mouse models, although the direction of effect can be different (Lin and Wilson, 2009). In further support of a role for HDACs as modifiers of CAG instability we found that the small molecule HDAC inhibitors (Bradner et al., 2010), SAHA (suberanilohydroxamic acid), and MS-275, both of which share in common the potential inhibition of Zn^2+^-dependent Class I HDACs, and splitomicin, a weak inhibitor of NAD^+^ dependent Class III HDACs (Sirtuins) (Carafa et al., 2011), stimulated CAG contractions (Figure 7B,C). Remarkably, we note that the magnitude of effect of the HDAC inhibitors in this contraction assay was comparable to or exceeded that of the various other genetic and pharmacological manipulations we have previously performed (Lin and Wilson, 2009; Lin and Wilson, 2007; Lin and Wilson, 2012; Hubert et al., 2011). Note that the enhancement of contractions by HDAC inhibitors in this system is in contrast to the suppressive effect on CAG expansion of genetic or pharmacological inhibition of HDACs in the current study and in previous studies (Jung and Bonini, 2007; Suelves et al., 2017; Debacker et al., 2012), although we cannot exclude the possibility that *Hdac2* or *Hdac3* KO in MSNs also stimulated rare contraction events that are not detectable in the GeneMapper assay. Taken together, the data in mice and in cell models, both in this study and previous studies, suggest that Class I HDACs such as HDAC2 and HDAC3, as well as potentially other HDACs, can influence different aspects of CAG instability, perhaps depending on the cell-type and whether the cell is actively dividing or post-mitotic.

**Figure 7.**
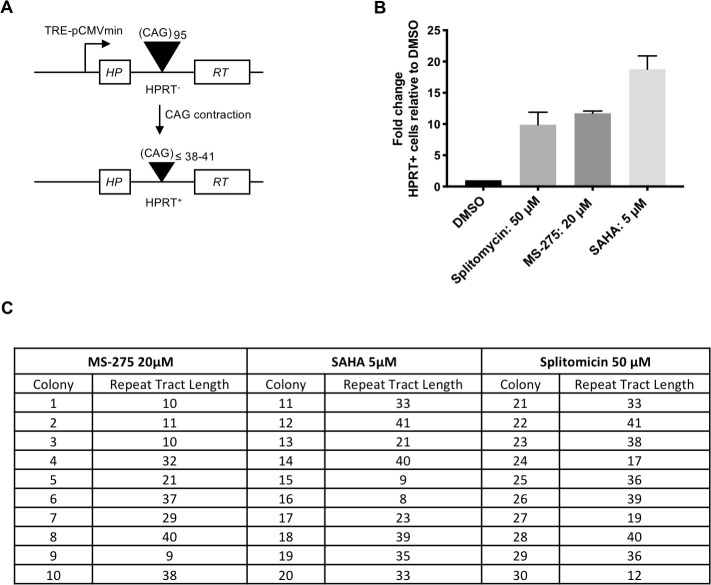
HDAC inhibitors increase instability in selectable cell-based assays for CAG repeat contraction. (**A**) *HPRT* mini-gene reporter construct for contraction assay. (**B**) Fold-change in the number of HAT-resistant FLAH25 cells (HPRT+) when treated with HDAC inhibitors relative inhibitors relative to the number of resistant colonies in DMSO-treated cells. Bars show mean +/- SD of bars fold-change relative to DMSO in four biological replicates (independent wells treated with drug). (**C**) CAG repeat lengths in HPRT+ colonies following HDAC inhibitor treatment. DNA was extracted from HPRT+ colonies, and the repeat tract PCR-amplified and sequenced to determine repeat length.

### Impact of MSN-specific *Hdac2* and *Hdac3* knockout on nuclear huntingtin pathology

*Htt*^Q111^ mice exhibit both early (~2.5 months) diffusely immunostaining nuclear mutant huntingtin, detected with the anti-huntingtin antibody EM48 (or mAb5374), followed at ~6–12 months by the appearance of discreet intra-nuclear inclusions (Wheeler et al., 2000; Wheeler et al., 2002; Lloret et al., 2006). These cellular phenotypes, which occur selectively in MSNs in *Htt*^Q111^ mice, are highly CAG repeat length-dependent and are modified by genes that alter somatic expansion (Kovalenko et al., 2012; Pinto et al., 2013). To assess the impact of MSN-specific *Hdac2* and *Hdac3* KO on these phenotypes we immunostained striatal sections from cohorts of mice (*Hdac2* ΚO at 2.5, 5 and 10 months of age; *Hdac3* KO at 5 months of age) matched for constitutive CAG repeat length (Source data 1) with mAb5374 (Figure 8). With the exception of the 2.5-month *Hdac2* ΚO cohort, mAb5374 immunostaining was performed on the contralateral striata of the same mice analyzed for somatic CAG expansion above.

**Figure 8.**
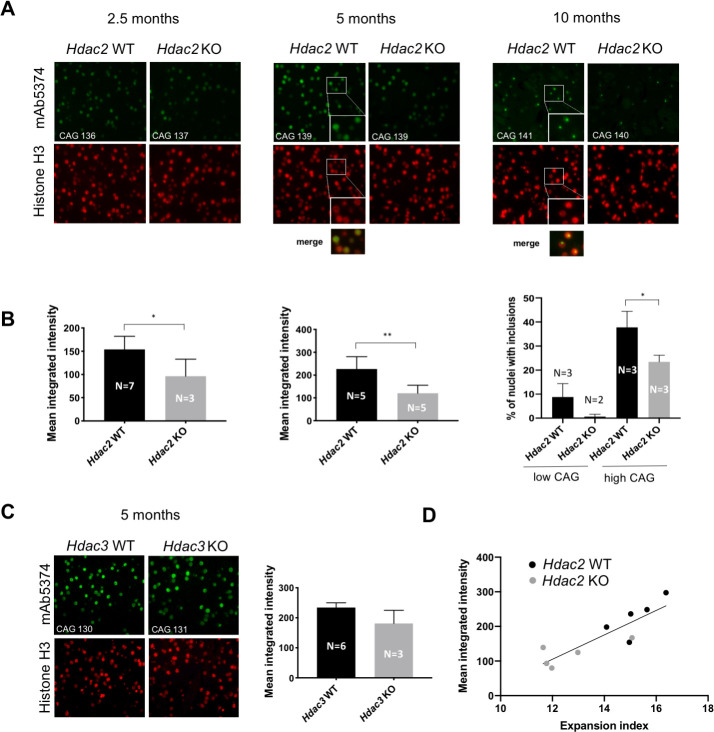
Impact of MSN-specific *Hdac2* or *Hdac3* knockout on striatal nuclear mutant huntingtin immunostaining phenotypes. (**A**) Fluorescent micrographs of *Htt*^Q111/+ ^*Hdac2* KO striata immunostained with anti-huntingtin mAb5374 and histone H3 antibodies. Mice were matched by CAG repeat length within each age group. Images of 2.5-month and 5-month striata were taken at 40x; images of 10-month striata taken at 20x with 2x digital zoom. The inserts in the 5-month and 10-month *Hdac2* WT mAb5374 images and merged images below highlight the overlap of nuclear huntingtin immunostaining over the entire H3-positive nucleus in the 5-month mice, in contrast to the discrete nuclear huntingtin inclusion immunostaining intensity within the nucleus at 10 months. (**B**) Mean integrated intensity of mAb5374 staining (integrated intensity normalized by the total number of nuclei as determined by the number of H3-positive nuclei) is shown for 2.5-month and 5-month cohorts of *Htt^Q111/+^ Hdac2* KO mice. For 10-month mice, the number of nuclei containing an inclusion (we have not observed more than one inclusion per nucleus) was counted as a percentage of the total number of nuclei, determined by histone H3 immunostaining. The 10-month group of mice was divided into two subgroups based on CAG repeat length: low CAG repeat subgroup represented by the first two columns in the graph (*Hdac2* WT CAG 117, 119, 120; *Hdac2* KO CAG 110, 116) and high CAG repeat subgroup represented by the last two columns in the graph (*Hdac2* WT CAG 138, 141, 146; *Hdac2* KO CAG 132, 140, 140). (**C**) Fluorescent micrographs (20x) of 5 month *Hdac3* KO from CAG length-matched mice stained with mAb5374 and histone H3 antibodies (left) and quantified mean integrated intensity of mAb5374 staining (right). 5-months. Numbers of mice for each group are indicated on the bar graphs. Figure 8—source data 1.mAb5474 nulcear intensity and number of nuclear inclusions in Hdac2 and Hdaac3 KO mice.

**Figure 8—figure supplement 1.**
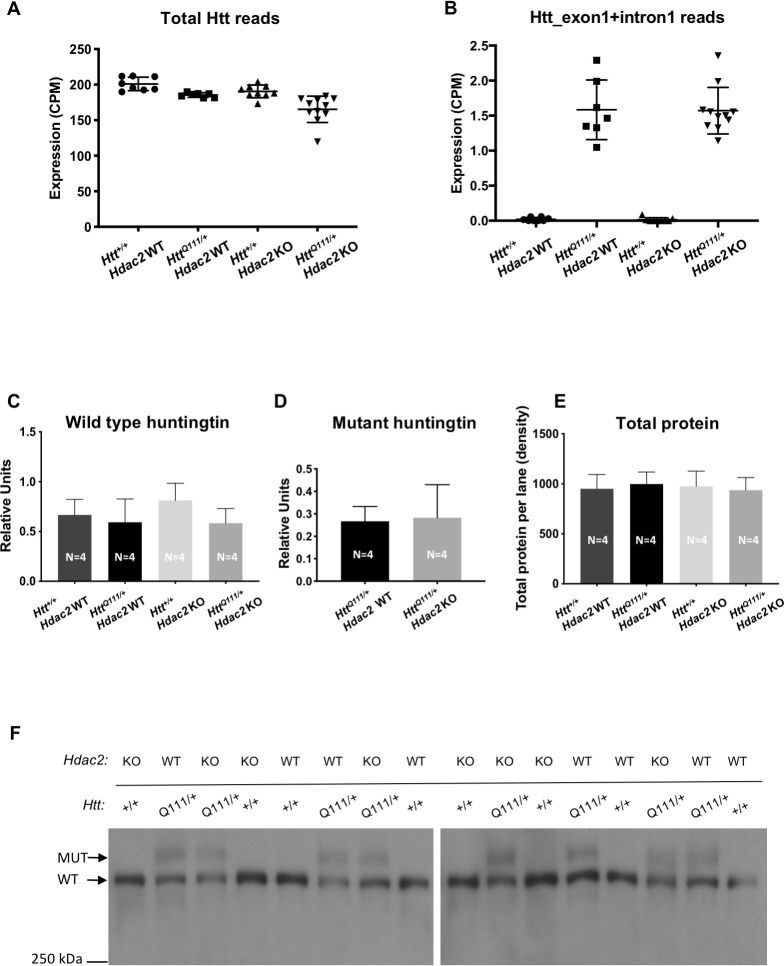
Huntingtin expression. (**A**) Effect of *Hdac2* KO on levels of total huntingtin mRNA (**A**) and on aberrant huntingtin transcripts spanning exon 1 + intron 1 (**B**) from RNA-seq data in 5-month mice. In panel **B**, reads were aligned to knock-in allele sequence comprising human exon one and part of human intron 1 (93). (**C–F**) Huntingtin western blot analyses showing quantification of wild type (**C**) and mutant (**D**) huntingtin as detected by western blot using mAb2166 (**F**). Huntingtin protein bands were normalized by total protein detected by Novex membrane protein stain. (**E**) Average total protein levels as detected by Novex membrane protein stain. ‘Relative units’ represent the density of wild type or mutant huntingtin band divided by the density of the total protein stain in the same lane, quantified for each mouse and averaged over the number of mice in each genotype group (N = 4 for each genotype, as indicated in the bar graphs). Error bars show S.D. Figure 8—figure supplement 1—source data 1.Zip file: RNAseq_codes_and_files.

In 2.5- and 5-month mice, we quantified the intensity of the diffuse nuclear signal. *Hdac2* ΚO in MSNs reduced the intensity of diffusely immunostaining nuclear mutant huntingtin at both 2.5 months (*Hdac2* WT: mean 153.9, 95% CI [127.9, 179.9]; *Hdac2* ΚO: mean 96.35, 95% CI [5.63, 187.1]; two-tailed unpaired t-test p=0.025) and 5 months of age (*Hdac2* WT: mean 226.8, 95% CI [159.9, 293.8]; *Hdac2* ΚO: mean 120.9, 95% CI [77.34, 164.5]; two-tailed unpaired t-test p=0.0062), with a stronger impact at 5 months (Figure 8A, B). Diffuse nuclear huntingtin immunostaining was not altered by Cre expression alone (Figure 6—figure supplement 1). In 10-month mice, nuclei contained distinct inclusions. As the immunoflourescent signal is saturated in these dense inclusions we quantified their number rather than their intensity. This phenotype was variable between mice of the same genotype, largely due to constitutive CAG length. We therefore separated the mice into ‘high’ and ‘low’ CAG groups that reflected different breeding cohorts for comparison between *Hdac2* genotypes (Figure 8A, B). We observed a decrease in the number of nuclei containing inclusions in the low CAG group that did not reach statistical significance (*Hdac2* WT: mean 8.76, 95% CI [−5.29, 22.81]; *Hdac2* ΚO: mean 0.66, 95% CI [−7.74, 9.06]; 2-tailed unpaired t-test p=0.153), and a statistically significant decrease in the number of cells containing inclusions in the high CAG group (*Hdac2* WT: mean 37.8, 95% CI [21.26, 54.31]; *Hdac2* ΚO: mean 23.44, 95% CI [16.58, 30.31]; 2-tailed unpaired t-test p=0.0261). In the 5-month *Hdac3* KO cohort, we observed a non-statistically significant trend towards decreased diffuse nuclear mutant huntingtin in a small number of immunostained 5-month *Hdac3* ΚO striata (*Hdac3* WT: mean 234, 95% CI [91.13, 376.9]; *Hdac3* ΚO: mean 181.2, 95% CI [72.92, 289.5]; two-tailed unpaired t-test p=0.21). (Figure 8C). To examine the relationship between CAG expansion and nuclear huntingtin pathology, we compared directly expansion indices and mAb5374 intensity in the 5-month *Hdac2* KO cohort for which we had both measures from the same mice with a reasonable number (N = 5) of each genotype. There was a strong correlation (Pearson r = 0.87, p=0.0011) between mAb5374 intensity and expansion index (Figure 8D), consistent with somatic CAG expansion as a modifier of this cellular phenotype. Overall, the fairly moderate suppression of the mAb5374 nuclear intensity and nuclear inclusion phenotypes appears in line with the subtly reduced somatic expansion elicited by the *Hdac2* or *Hdac3* gene knockouts.

As altered huntingtin levels could contribute to the reduced nuclear immunostaining phenotypes, we investigated huntingtin mRNA and protein levels in the *Hdac2* KO mice. 

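*Htt* (ENSMUSG00000029104) lies on chromosome 5 from 34761740 to 34912534. It had 191 ± 8.88 CPM (SD, n = 9) in *Htt*+/+ *Hdac2* KO, 186 ± 3.54 CPM (SD, n = 7) in *Htt* Q111/+ *Hdac2* WT and 165 ± 18.6 CPM (SD, n = 11) in *Htt* Q111/+ *Hdac2* KO striata. In *Htt*+/+ mice *Htt* fell by 5.92% with *Hdac2* KO (log2 fold change −0.09, standard error 0.040, adjusted p = 0.140), and in *Htt* Q111/+ mice by 11.2% (log2 fold change −0.17, standard error 0.036, adjusted p = 0.000998), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The interaction of both genotypes had an adjusted p of 0.887, so the fall is not shown to differ between the *Htt* backgrounds. Within 25 May, the *Htt* Q111/+ *Hdac2* KO library had 174 CPM against 186 and 188 CPM in the 2 *Htt* Q111/+ *Hdac2* WT libraries, a log2 ratio of −0.11. Within 27 May, the *Htt*+/+ *Hdac2* KO library had 189 CPM against 196 to 212 CPM in the 3 *Htt*+/+ *Hdac2* WT libraries. With the extraction date in the model in place of the surrogate variables, the log2 fold change in *Htt* Q111/+ mice was −0.13 with an adjusted p of 0.566, the highest of the alternatives, of which the lowest was 0.000136.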

In the RNA-seq data, *Hdac2* KO decreased total huntingtin mRNA levels in *Htt*^+/+^ striata by 5.9% (nominal p=0.06; adjusted p=0.25) and in *Htt*^Q111/+^ striata by 11% (nominal p<0.001; adjusted p<0.05) (Figure 8—figure supplement 1). However, western blot analyses on the contralateral striata from a subset of the mice used for RNA-seq did not provide evidence for an impact of *Hdac2* KO on steady state levels of wild-type or mutant huntingtin protein (Figure 8—figure supplement 1C, D). We also investigated the RNA-seq data for reads spanning exon 1 and intron 1, reflecting aberrantly spliced transcripts identified in a number of other HD models and predicted to encode exon1-containig N-terminal fragment of mutant huntingtin (Sathasivam et al., 2013). In support of previous data (Sathasivam et al., 2013), we identified exon1-intron1-spanning transcripts in *Htt*^Q111/+^ striata. However, *Hdac2* KO had no impact on the number of these sequence reads (Figure 8—figure supplement 1B). It appears therefore that altered levels of mutant huntingtin or exon1 mutant huntingtin expressed from mis-spliced exon1-intron1 transcripts do not readily explain suppression of nuclear huntingtin pathology elicited by *Hdac2* KO. This is consistent with modification of these highly CAG length-dependent cellular phenotypes occurring as a consequence of reduced CAG repeat lengths in striatal MSNs. However, analyses of larger cohorts of mice as well as analyses of rare expansions not captured using GeneMapper would be needed to rigorously discern *Hdac2* and *Hdac3* genotype effects on nuclear huntingtin pathology phenotypes that are dependent on or independent of somatic CAG expansion.

## Discussion

Identification of genetic modifiers of disease phenotypes in HD mouse models provides an important route to dissecting underlying mechanisms of pathogenesis and ultimately for identifying therapeutic targets. Here, we have taken a cell type-specific genetic knockout approach to investigate the roles of *Hdac2* and *Hdac3* genes in as modifiers of molecular or cellular phenotypes elicited in MSNs by an expanded CAG repeat in heterozygous *Htt*^Q111^ knock-in mice.

We restricted our analyses to previously described robust molecular and cellular changes in this model, specifically somatic instability, thought to drive the rate of disease onset in patients, transcriptional dysregulation and nuclear huntingtin pathology. We did not quantify neuronal cell loss and altered astrocytic or microglial cell density as these phenotypes are extremely subtle or not observed in this model. Similarly, we have not examined behavioral endpoints that are also subtle, as such studies would need significantly larger numbers of mice to be sufficiently powered.

Our results show that MSN-specific knockout of *Hdac2* reversed the transcriptional dysregulation of a subset of genes and resulted in a moderate reduction in somatic CAG expansion and nuclear huntingtin pathology. MSN-specific knockout of *Hdac3* resulted in a comparable reduction in somatic CAG expansion to the *Hdac2* knockout. The impact of genetic knock-out or reduction of several *Hdac* genes (*Hdac3*, *Hdac4*, *Hdac6*, *Hdac7*) has previously been investigated in the R6/2 exon 1 mouse model of HD and in *Hdh*Q150 knock-in mice with the goal of understanding which HDAC targets mediated the beneficial effects of broad-acting HDAC inhibitors (Benn et al., 2009; Bobrowska et al., 2011; Moumné et al., 2012; Mielcarek et al., 2013). With the exception of *Hdac6*, the impact of the full knock-out could not be studied due to embryonic or early postnatal lethality. Of the genes tested, only *Hdac4* was found to modify mouse phenotypes, uncovering a novel role for this gene in modulating mutant huntingtin aggregation (Mielcarek et al., 2013). In R6/2 mice, the lack of any modifying effect of *Hdac3* may be due to the modest reduction in HDAC3 protein level (to 80% of wild-type overall, or to 60% of wild-type in the nucleus) in the *Hdac3*^+/-^ mice (Moumné et al., 2012).

Strikingly, knockout of *Hdac2* in MSNs caused substantial transcriptional dysregulation, resulting in both up- and down-regulation of a large number of genes. These findings are consistent with data showing that HDAC1/2 can both positively and negatively regulate gene expression (Kelly et al., 2018). It is notable that the majority of mouse tissue-specific deletions of either *Hdac2* or *Hdac1* exhibited no discernible phenotype, presumably due to functional redundancy of the two highly related HDAC1 and HDAC2 proteins (Kelly et al., 2018). Our data reveal that, despite its up-regulation, HDAC1 is unable to compensate for the lack of HDAC2 in MSNs, providing evidence for a specific role of HDAC2 in MSNs and supporting distinct functions of HDAC1 and HDAC2 in adult neurons (Guan et al., 2009; Kim et al., 2008). The expression level of approximately 12% of genes dysregulated by the *Htt*^Q111^ allele was normalized by the *Hdac2* KO to levels present in wild-type mice. However, this occurs against a much larger background of transcriptional dysregulation elicited by the *Hdac2* KO, with evidence for shared pathways and processes being impacted by both the *Htt*^Q111^ and *Hdac2* knockout mutations. Indeed, a large proportion (~24%) of genes dysregulated by the *Htt*^Q111^ allele was further dysregulated in the same direction by the *Hdac2* KO. It should be noted in interpreting these data that the majority of genes dysregulated by the *Htt*^Q111^ allele did not meet a p value threshold corrected for multiple testing, although a large proportion of genes dysregulated by the *Hdac2* KO did. We therefore examined a core set of 29 genes significantly dysregulated (FDR adjusted p<0.05) by *Htt*^Q111^ in both in the current study and in Langfelder et al., an extensive investigation of transcriptional dysregulation in HD knock-in mice Langfelder et al., 2016. Of these genes, only two met our criteria for rescue (*Ppp1r1b* and *Slc29a1*); for the other genes in this set, *Hdac2* KO either further altered the absolute gene expression level in the same direction as the *Htt*^Q111^ allele or had no impact on expression. However, in these significantly dysregulated genes, we found that *Hdac2* KO lessened the relative impact of the *Htt^Q^*^111^ allele, regardless of the absolute gene expression change elicited by the *Hdac2* KO. This genetic interaction indicates a functional relationship between these two mutations that may in part reflect a role of huntingtin in regulating the REST-containing transcriptional repressor complex that includes HDAC2 (Buckley et al., 2010).

Several studies have shown beneficial effects of HDAC inhibitors in HD mouse models, including broad-acting HDAC inhibitors SAHA, phenylbutyrate and parabinostat (LBH589), as well as compounds RGFP966 and 4b that show moderate selectivity towards HDAC3 (Hockly et al., 2003; Gardian et al., 2005; Thomas et al., 2008; Mielcarek et al., 2011; Jia et al., 2012a; Jia et al., 2012b; Jia et al., 2016; Chopra et al., 2016; Suelves et al., 2017; Siebzehnrübl et al., 2018). The impact on transcriptional dysregulation was investigated in a number of these studies, with most focusing on specific candidate genes. Overall, these studies revealed relatively modest reversal of transcriptional changes elicited by the mutant transgenes, though HDAC inhibitor 4b was found to normalize ~1/3 of genes altered in R6/2 mice harboring 300 CAG repeats (Thomas et al., 2008). Our data indicate that HDAC inhibitors with activity against HDAC2 would have the potential to reverse some of the early transcriptional changes elicited by an expanded CAG mutation. However, our results also indicate a complex relationship between the expanded CAG repeat mutation and *Hdac2*, with potential implications for therapies directed at HDAC2 inhibition.

We demonstrate here that *Hdac2* and *Hdac3* are enhancers of CAG expansion in MSNs. It is important to note that neither knockout of *Hdac2* nor *Hdac3* had a large impact on CAG expansion, in contrast to a number of MMR genes that are fundamental drivers of this process and whose knockouts eliminate expansion (Wheeler et al., 2003; Dragileva et al., 2009; Pinto et al., 2013). Our results are consistent with those of Suelves et al. in which treatment of *Htt*^Q111^ mice with HDAC inhibitor RGFP966, resulted in a slight reduction in striatal CAG expansion (Suelves et al., 2017). *HDAC3* and* HDAC5* enhanced CAG expansion in a selectable human astrocyte cell-based assay, whereas *HDAC9* suppressed expansions (Debacker et al., 2012; Gannon et al., 2012). A role for *HDAC2* was not implicated in this system, based on differential effects of HDAC inhibitors with selectivity towards HDACs 1 and 2 or HDAC3 (Debacker et al., 2012). Further studies are needed to understand the mechanism(s) by which *Hdac2* and *Hdac3* enhance CAG expansion in HD mice. There is evidence that CAG instability may depend on the chromatin environment in the vicinity of the repeat (Libby et al., 2003; Libby et al., 2008; Nestor and Monckton, 2011; Neto et al., 2017; Goula et al., 2012; Dion and Wilson, 2009), and both HDAC2 and HDAC3 play roles in regulating genome stability via effects on histone acetylation and recruitment or accessibility of DNA repair proteins (Miller et al., 2010; Bhaskara et al., 2010). Therefore, it is possible that *Hdac2* or *Hdac3* modify CAG instability by altering chromatin structure close to the CAG repeat tract. We did observe a small reduction in huntingtin mRNA in *Hdac2* knockout mice (Figure 8—figure supplement 1) suggesting a possible alteration in transcriptional dynamics at the *Htt* locus that may reflect an underlying change in chromatin structure. Our data argue, at least for the *Hdac2* KO, against altered transcription of genes encoding DNA repair proteins underlying the reduction in somatic expansion. However, it is possible that changes in acetylation of DNA repair proteins could lead to their altered activity (Chatterjee et al., 2012; Choudhary et al., 2009; Zhang et al., 2014; Radhakrishnan et al., 2015; Piekna-Przybylska et al., 2016; Zhang et al., 2019). This was proposed as a plausible mechanism by which *HDAC3* and *HDAC5* enhance CAG expansion in a selectable human astrocyte cell-based assay, in part based on epistasis experiments showing that *HDAC3* and *HDAC5* act in the same pathway as *MSH2* (Debacker et al., 2012; Gannon et al., 2012). It was recently suggested that HDAC3 might modify CAG instability by altering the subcellular localization of MSH3 (Williams et al., 2020). Understanding the interplay between HDACs and DNA repair proteins controlling CAG repeat dynamics may provide important insight into the regulation of these DNA repair proteins and potentially novel ways in which to intervene in the process of CAG expansion.

MSN-specific *Hdac2* knockout also reduced nuclear huntingtin intensity and inclusion phenotypes, consistent with decreased striatal CAG expansions and the known sensitivity of these phenotypes to repeat length and to modification of somatic instability (Kovalenko et al., 2012; Dragileva et al., 2009; Pinto et al., 2013; Wheeler et al., 2002). We did not observe a significant effect of *Hdac3* knockout on nuclear huntingtin intensity in the few mice analyzed and would likely need larger numbers of mice to observe a reduction in this phenotype that might be predicted by the lower striatal CAG repeat lengths in *Hdac3* KO mice. Most studies of pharmacological or genetic inhibition of class I HDACs in HD mouse models have reported a lack of impact on nuclear inclusions or aggregation (Hockly et al., 2003; Gardian et al., 2005; Jia et al., 2016; Moumné et al., 2012), although HDAC inhibitor 4b reduced aggregates in the N171-82Q model (Jia et al., 2012b). We suggest that *Hdac2* knockout modifies nuclear intensity and inclusion phenotypes in *Htt*^Q111^ mice at least in part as a consequence of reduced CAG expansion in MSNs. Other mechanisms are also plausible, however, effects on mutant huntingtin levels themselves are not supported by our data. In contrast, the modest reduction in CAG expansion caused by the *Hdac2* knockout is unlikely to explain the reversal of transcriptional dysregulation elicited by the *Htt*^Q111^ allele, in which gene expression levels that can be distinguished between wild-type and *Htt*^Q111/+^ mice appear effectively normalized to wild-type in *Htt*^Q111/+^ mice harboring the *Hdac2* knockout mutation.

In summary, we have tested whether *Hdac2* and *Hdac3* are modifiers of different aspects of the HD pathogenic process in MSNs that are both inherently prone to CAG repeat expansion and specifically vulnerable in the disease process. The results of this study indicate moderate effects of these genes on CAG expansion, which in humans drives the rate of disease onset, and for *Hdac2,* on downstream molecular and cellular phenotypes that may be important in cellular toxicity mechanisms.

## Materials and methods

### Mouse lines and breeding

*Htt*^Q111^ knock-in mice used in this study were on a C57BL/6J background (Lee et al., 2011) and were maintained by breeding heterozygous males to C57BL/6J wild-type females from The Jackson Laboratory (Bar Harbor, ME). D9-Cre transgenic mice contain a genomic fragment, comprising about 2 kb of 5´ regulatory sequence, the endogenous ATG, and some of the introns and exons of the mouse *Ppp1r1b* gene encoding DARPP-32, driving the expression of Cre recombinase in MSNs after 5–6 weeks of age (Bogush et al., 2005). These mice were maintained on a C57BL/6J background. Mice harboring conditional ‘floxed’ *Hdac2* or *Hdac3* alleles contained *loxP* sites upstream of exon2/downstream of exon 4 of the *Hdac2* gene (Montgomery et al., 2007) and upstream of exon 11/downstream of exon 14 of *Hdac3* gene (Montgomery et al., 2008). Both floxed mouse lines were originally on a mixed C57BL/6/129SeEv background and subsequently maintained by breeding heterozygous males or females to C57BL/6J wild-type mice from The Jackson Laboratory.

Detailed breeding schemes are shown in Figure 1—figure supplement 1. Mice carrying conditional floxed *Hdac2* or *Hdac3* alleles were crossed with *Htt*^Q111^ mice and, in a separate cross, with D9-Cre mice. The progeny from the two crosses were bred together to obtain *Htt^+/+^* and *Htt*^Q111/+^ mice with or without the *Hdac2* (or *Hdac3*) floxed allele and/or Cre transgene. Mice harboring either no floxed *Hdac* alleles in the presence of Cre or one, two, or no floxed alleles in the absence of Cre were wild-type with respect to HDAC expression and are called *Hdac2* WT or *Hdac3* WT. Mice homozygous for the floxed *Hdac* alleles and expressing Cre are called *Hdac2* KO or *Hdac3* KO. In these mice the *Hdac2* or *Hdac3* alleles are deleted in MSNs and do not express HDAC2 or HDAC3 in MSNs. In a parallel cross, *Htt*^Q111/+^ mice were crossed with D9-Cre mice to generate *Htt*^+/+^ and *Htt*^Q111/+^ mice with or without the Cre transgene, with the purpose of testing the effect of Cre expression alone on the phenotypes being measured. Note that mice were not fully backcrossed to C57BL/6J prior to the crosses with B6J.D9-Cre mice and B6J.*Htt*^Q111^ mice. However, analyses of our RNA-seq data showed that all mice had a B6 haplotype for the *Mlh1* gene, where genetic variation between B6 and 129 strains is known to associate with CAG instability (Pinto et al., 2013).

Numbers of mice used in this study were gauged based on extensive prior knowledge of cellular and molecular phenotypes elicited by the *Htt^Q111^* allele and their genetic modification (Kovalenko et al., 2012; Pinto et al., 2013; Langfelder et al., 2016), and incorporated controlling for inherited CAG repeat length (Source data 1). In all the mouse experiments, ‘N’=number of mice (biological replicates).

### Genotyping

Genomic DNA was extracted from tail or ear biopsies taken at weaning for genotyping, or from adult striatum for the CAG repeat instability assay (Qiagen DNeasy blood and tissue kit). Genotypes were further confirmed in striatal DNA. CAG sizing was carried out as previously described, using human *HTT* CAG-specific primers (Dragileva et al., 2009). PCR products were resolved using the AB13730xl automated DNA analyzer (Applied Biosystems). GeneMapper v3.7 with GeneScan 500-LIZ as internal size standard was used to assign repeat size, defined as the highest peak in the GeneMapper trace. All runs included the same control DNAs of known *HTT* CAG repeat size. We incorporated a novel PCR genotyping assay that distinguished knock-in and mouse wild-type alleles using primers flanking the 5’ *loxP* site remaining after excision of the floxed neomycin resistance cassette used in the original gene targeting (White et al., 1997; Wheeler et al., 1999). The assay included 0.5 μM forward primer (5´ TCTGATACAGCCCATGCTGA), 0.5 μM reverse primer (5´ CTGAGTTCAATCCCTGCATTT) and 2x Phusion High-Fidelity PCR Master Mix with HF Buffer (New England Biolabs). Cycling conditions were 98°C for 30 s; 30 cycles of 98°C for 5 s, 62°C for 15 s, 72°C for 20 s; 72°C for 10 min, generating a 129 bp product from the wild-type allele and a 240 bp product from the *Htt*^Q111^ knock-in allele.

D9-Cre mice were genotyped as described (Bogush et al., 2005). For *Hdac2* genotyping, wild-type and floxed alleles were detected by a triplex PCR assay. The forward primer upstream of 5´ *loxP* site (HDAC2WT-F: 5´ GGCCAAGCATATTCAAACCACC) and the reverse primer between the 5´ *loxP* site and exon 2 (HDAC2-REV: 5´ GTCAGCTAGTAGTGCTTCTTGG) generated a 226 bp product for the wild type *Hdac2* allele, while the forward primer within the 5´ *loxP* site (HDAC2MUT-F; 5´ GTCCCTCGACCTGCAGGAATTC) and the same reverse primer gave a 146 bp PCR product for the floxed allele. The PCR assay contained 0.2 μM each of HDAC2WT-F and HDAC2MUT-F primers, 0.4 μM of HDAC2-REV primer, 0.025 units GoTaq DNA polymerase (Promega), 5x GoTaq buffer (Promega), additional MgCl_2_ (5 mM), and dNTP mixture (0.05 mM each). Cycling conditions were 94°C for 2 min; 30 cycles of 94°C for 15 s, 60°C for 30 s, 72°C for 40 s; 72°C for 5 min. To detect specifically the deleted *Hdac2* allele, a different forward primer upstream of 5´ *loxP* site (5´ GTGGGAAGCATGGCAGCATGC) and reverse primer downstream of the 3´ *loxP* site, between exons 4 and 5 (5´ GCCTTCTAAGAACCCCAGGGAAC) were used, resulting in a 550 bp product upon Cre-mediated excision. PCR conditions were 0.2 μM of each primer, 0.025 units GoTaq DNA polymerase (Promega), 5x GoTaq buffer (Promega), additional MgCl_2_ (5 mM), and dNTP mixture (0.05 mM each). Cycling conditions were 94°C for 2 min; 30 cycles of 94°C for 15 s, 68°C for 30 s, 72°C for 40 s; 72°C for 5 min. For *Hdac3* genotyping, a triplex assay was used to detect all three alleles, with one forward/reverse pair of primers up- and downstream from the 5´ *loxP* site (HDAC3-5´-loxP-F: 5´ GCTTGGTAGCCAGCCAGCTTAG, and HDAC3-5´-loxP-R: 5´ CATGTGACCCCAGACATGACTGG), and the third (reverse) primer downstream of the 3´ *loxP* site (HDAC3-3´-loxP-R: 5´ CAGTCCATGCCTATAATCCCAGC). This assay produced a 350 bp product for the wild-type *Hdac3* allele, a 450 bp product for the ‘floxed’ allele (both products were from HDAC3-5´-loxP-F and HDAC3-5´-loxP-R primers), and a 650 bp product for the deleted *Hdac3* allele after Cre-mediated excision (from HDAC3-5´-loxP-F and HDAC3-3´-loxP-R primers). The PCR assay contained 0.2 μM each of the three primers, 0.025 units GoTaq DNA polymerase (Promega), 5x GoTaq buffer (Promega), additional MgCl_2_ (5 mM), and dNTP mixture (0.05 mM each). Cycling conditions were 94°C for 2 min; 30 cycles of 94°C for 15 s, 60°C for 30 s, 72°C for 40 s; 72°C for 5 min.

### Measurement of CAG expansion

Expansion indices in striatum were quantified from GeneMapper traces of PCR-amplified *HTT* CAG repeat, as described previously (Lee et al., 2010), taking into account only expansion peaks to the right of the highest peak (main allele) and without filtering peaks based on relative peak height. Although there is intrinsic PCR bias in analyses of instability from ‘bulk DNA’, this nevertheless allows quantification of subtle differences in repeat instability, and metrics derived from the GeneMapper traces correlate well with repeat length distributions obtained from analyses of single molecules (Lee et al., 2010). Briefly, normalized peak heights were calculated by dividing each expansion peak height by the sum of the heights of the main allele plus all expansion peaks, the change in CAG length of each expansion peak from the main allele was determined, each normalized peak height was multiplied by the CAG change from the main allele, and these values were summed to generate an expansion index that represents the mean positive CAG repeat length change in the population of cells being analyzed.

### Immunohistochemistry

Primary antibodies used were: mouse monoclonal anti-huntingtin (mAb5374, Millipore), rabbit polyclonal anti-histone H3 (ab1791, Abcam), rabbit polyclonal anti-HDAC2 (ab7029, Abcam), rabbit monoclonal anti-HDAC3 (clone Y415; formerly available from Millipore), mouse monoclonal anti-DARPP-32 (D32-6a; a kind gift from Dr. Angus Nairn) and rabbit polyclonal anti-DARPP-32 (ab40801, Abcam).

Immunostaining was performed on 8 μm coronal sections of periodate-lysine-paraformaldehyde (PLP)-perfused and -post-fixed, paraffin-embedded brains. Perfusion and tissue processing/embedding methods have been described previously (Wheeler et al., 2000). For most mouse cohorts, one hemisphere of the brain was embedded for sectioning and the other one was used for dissection of striatum for analysis of somatic instability. Sections chosen for immunostaining were aligned with respect to their anterior/posterior location in the brain. The sections were deparaffinized, rehydrated and subjected to heat-mediated epitope retrieval (Na-citrate buffer pH 6.0) followed by quenching of endogenous peroxidase with 0.3% H_2_O_2_/methanol for 30 min at room temperature (RT), and blocked in 3% normal horse serum (NHS) in Tris-buffered saline (TBS) for 1 hr at room temperature. Immunostaining for diffuse nuclear huntingtin, huntingtin inclusions and histone H3 was described in detail (Kovalenko et al., 2012). For double staining with mouse anti-DARPP-32/rabbit anti-HDAC3 antibodies sections were incubated with both primary antibodies (D32-6a at 1:200 and Y415 at 1:2000 in 1% NHS/TBS) overnight at 4°C, followed by sequential amplification of HDAC3 and DARPP-32 signal. First, HDAC3 signal was amplified using the TSA Biotin System (Perkin Elmer) according to manufacturer’s instructions and quenching of HRP activity (0.1% sodium azide/0.3% H_2_O_2_ in TBS for 30 min at RT) was performed before the addition of streptavidin-Alexa Fluor 555. Then, DARPP-32 signal was amplified using TSA kit #2 (Invitrogen/Thermo Fisher Scientific) by incubating with goat anti mouse-HRP at 1:100 for 1 hr at RT and then with Tyramide-Alexa Fluor-488 at 1:100 in the amplification diluent (all provided with the TSA kit #2), for 25 min at RT. For double staining with mouse anti-DARPP-32/rabbit anti-HDAC2 antibodies sections were incubated with both primary antibodies (D32-6a at 1:200 and ab7029 at 1:1000 in 1% NHS/TBS) overnight at 4°C. DARPP-32 signal was amplified as described above, and HDAC2 signal was detected with donkey anti-rabbit Alexa Fluor 555-conjugated secondary antibody (Invitrogen/Thermo Fisher Scientific, 1:1000) added as the last step after DARPP-32 signal amplification. For staining with rabbit anti-DARPP-32 antibody sections were incubated with ab40801 at 1:750 at 4°C overnight, followed by donkey anti-rabbit Alexa Fluor 488 secondary antibody.

All slides were mounted in ProLong Gold antifade reagent (Invitrogen/Thermo Fisher Scientific). Fluorescent microscopy was performed with a Zeiss Axioskop two microscope equipped with AxioCamMRm camera and AxioVision 4.6 image acquisition software, using Plan Apochromat 20x/0.8 M27 or Plan Neofluar 40x/0.75 Ph2 objectives. Images that were to be quantified and compared were taken with the same exposure times.

### Quantification of immunohistochemical data

Quantification was performed as described previously (Kovalenko et al., 2012), using CellProfiler 3.0.0 image analysis software (Carpenter et al., 2006). Briefly, diffuse nuclear huntingtin immunostaining was quantified in four 40x striatal images per mouse (one medial, located next to the lateral ventricle, and one lateral, located at the end of external capsule; from two consecutive sections). Total (integrated) intensity of mAb5374 staining was measured in all mAb5374-positive nuclei in each image and normalized by the total number of nuclei (as determined by the number of all histone H3-positive nuclei) in the same image. The resulting value, representing the mean intensity of mAb5374 staining per nucleus, was averaged from four images for each mouse. The number of nuclear huntingtin inclusions (total per image) was quantified, blind to genotype, with CellProfiler 3.0.0 in two 20x images per mouse (taken mid-striatum from two consecutive coronal sections), normalized by the total number of histone-H3-positive nuclei in each image (taken as 100%), and resulting percentages were averaged over these two images for each mouse. Number of DARPP-32-positive cells and total integrated intensity of DARPP-32 staining in DARPP-32-positive cells were also quantified with CellProfiler 3.0.0 in four 40x images per mouse, taken in the same striatal locations as for diffuse nuclear huntingtin immunostaining quantification. Total integrated intensity was normalized by the number of DARPP-32-positive cells in each image to obtain mean integrated intensity values. Both mean integrated intensity of DARPP-32 staining and the number of DARPP32-positive cells were averaged from four images for each mouse.

### Western blot analysis

Striatal extracts were prepared as described previously (Kovalenko et al., 2012). For detection of huntingtin protein, 90 μg of striatal extracts were resolved by SDS-PAGE in Novex 3–8% Tris-acetate gels (Invitrogen/Thermo Fisher Scientific) and transferred to 0.45 μm nitrocellulose membrane (Bio-Rad) in Transfer Buffer (Boston BioProducts) at 100 V for 72 min. After blocking with 5% non-fat milk, HTT protein was detected using mAb2166 antibody (Millipore) at 1:1000 in 5% non-fat milk/TBS/0.05% Tween-20 and visualized with ECL kit (ThermoScientific).

For HDAC2 and HDAC1, 40 μg of striatal extracts were resolved on 12% Bis-Tris gels (Invitrogen/Thermo Fisher Scientific) and transferred in Transfer Buffer with 10% methanol, 0.025% SDS at 110 V for 75 min. The membranes were blocked with 5% non-fat milk in TBS/0.05% Tween-20 and incubated with anti-HDAC2 H3159 antibody (Sigma) at 1:10000 or anti-HDAC1 ab31263 (Abcam) at 1:2000 in 1% non-fat milk/TBS/0.05% Tween-20 and developed with ECL kit.

For detection of acetylated histones H3AcK9 and H4AcK12, 35 μg of striatal extracts were resolved on 12% Bis-Tris gels (Invitrogen/Thermo Fisher Scientific) and transferred in Transfer Buffer with 10% methanol, 0.025% SDS at 150 V for 75 min. The membranes were blocked as above and incubated with anti-H3AcK9 ab10812 (Abcam) at 1:500 or anti-H4AcK12 #04–119 (Millipore) at 1:500 in 1% non-fat milk/TBS/0.01% Tween-20 and developed with ECL kit.

Total histone H3 was detected after stripping and re-probing the same membrane with ab1791 (Abcam) at 1:2000 in 1% non-fat milk/TBS/0.05% Tween-20.

For detection of MSH3, SDS-PAGE and transfer was as for HDAC1 and HDAC2 (above). The membranes were blocked as above and incubated with anti-MSH3 mouse monoclonal antibody 2F11 -a kind gift from Glen Morris and Ian Holt (Holt et al., 2011)- at 1:300 in 5% non-fat milk/TBS/0.05% Tween-20.

For quantification of Western blot data the density of protein bands of interest was measured with Quantity One software (Bio-Rad) with local background subtraction and normalized by the total amount of protein per corresponding lane as measured by the density of the entire lane stained by Novex reversible protein stain (Invitrogen/Thermo Fisher Scientific). Normalized values (one per mouse) were averaged over each genotype group.

### Selectable cell-based assay for CAG repeat contractions

The selectable assay for repeat contractions, based on insertion of a CAG repeat into an intron of an *HPRT* minigene, was performed in FLAH25 cells as described (Hubert et al., 2011). Cell maintenance, inhibitor treatment regimen, and selection for resistant colonies in HAT medium (0.1 mM hypoxanthine, 0.4 µM aminopterin, and 16 µM thymine) were as described (Hubert et al., 2011).~4.5×10^6^ cells were plated and the number of HPRT^+^ colonies was adjusted by cell survival ([number of positive colonies] / [number of plated cells multiplied by plating efficiency]). The effect of inhibitors on CAG repeat contractions was expressed as fold change of the adjusted number of positive colonies over DMSO.

### RNA-seq library preparation and sequencing

RNA was isolated from striatal tissues of 36 5-month mice of four genotype groups: *Htt*^+/+^ *Hdac2* WT (N = 9: six males, three females), *Htt*^Q111/+ ^*Hdac2* WT (N = 7: four males, three females), *Htt*^+/+^ *Hdac2* ΚO (N = 9: five males, four females) and *Htt*^Q111/+^ *Hdac2* ΚO (N = 11: eight males, three females) lines using TRIzol reagent. Briefly, pelleted cells were resuspended in TRIzol reagent and then extracted with chloroform, followed by isopropanol precipitation of RNA from the aqueous phase and three 70% ethanol washes. RNA pellets were solubilized in 30–50 µl of RNase-free water (Ambion, AM9937). RNA quality was assessed using the Agilent Bioanalyzer TapeStation 2200 (Agilent Technologies, Santa Clara, CA). In total, 36 RNA-seq libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Prep Kit. Each library in this study included 1 ul of a 1:10 dilution of ERCC RNA Control Spike-Ins (Ambion) that were added from one of two mixes, each containing the same 92 synthetic RNA standards of known concentration and sequence. These synthetic RNAs cover a 10^6^ range of concentration, as well as varying in length and GC content to allow for validation of dose response and the fidelity of the procedure in downstream analyses (Jiang et al., 2011). Libraries were multiplexed, pooled, and sequenced on multiple lanes of an Illumina HiSeq2000, generating median 40.7M paired-end reads per library of 75 bp.

### RNA-seq data processing and analysis

Quality checking of sequence reads was assessed using fastQC (v. 0.10.1) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), blind to genotype. Sequence reads were aligned to the mouse reference genome (GRCm38, Ensembl build v. 75) using GSNAP (version 2015-06-23) with parameters ‘-a off -N 1 –pairexpect=450 -B 3 –query-unk-mismatch=1’ (Wu and Nacu, 2010). Gene level counts were tabulated using BedTools’s multibamcov algorithm on unique alignments for each library at all Ensembl genes (GRCm38 v.75). Based on quality checking of alignments assessed by custom scripts utilizing PicardTools (https://broadinstitute.github.io/picard/), RNASeQC (DeLuca et al., 2012), RSeQC (Wang et al., 2012) and SamTools (Li et al., 2009), one male sample with genotype *Htt*^+/+^ *Hdac2* WT was identified as an outlier and thus excluded from further analysis as this sample showed high intergenic (25%), intronic (23%), duplication rates (57%) and low exonic rates (53%), which indicated DNA contamination in this sample. Analysis of ERCC spike-ins as described (Blumenthal et al., 2014) estimated the expression threshold for detection to be at least six uniquely mapped reads. Genes smaller than 250 nt in length and tRNA and rRNA genes were removed from further analyses. Principal component analysis (PCA) of the remaining 35 samples was performed using a Bioconductor package, DESeq2 (v. 1.18.1) (Love et al., 2014) relying on regularized log-transformed counts after keeping genes expressed in all the samples from at least one genotype group with at least six counts. Differentially expressed genes (DEGs) in five pair-wise comparisons *Htt*^+/+^ *Hdac2* KO vs. *Htt*^+/+^ *Hdac2* WT [contrast 1], *Htt*^Q111/+^ *Hdac2* KO vs. *Htt*^Q111/+^ *Hdac2* WT [contrast 2], *Htt*^Q111/+ ^*Hdac2* WT vs. *Htt*^+/+^ *Hdac2* WT [contrast 3], *Htt*^Q111/+^ *Hdac2* KO vs. *Htt*^+/+^ *Hdac2* KO [contrast 4] and *Htt*^Q111/+^ *Hdac2* KO vs. *Htt*^+/+^ *Hdac2* WT [contrast 5], were identified by edgeR’s quasi-likelihood F test (v. 3.12) (Robinson et al., 2010) with surrogate variables (SVs) accounting for batch effects and unknown factors in data, which were determined by Bioconductor Package SVA (v. 3.18) (Leek et al., 2012; Leek, 2014). To this end, SVA was applied to all 35 RNAseq samples separately for each comparison of interest where the full model was mod = ~ 0 + genotype_group, while the null model was mod0 = ~ 1, analyzing genes that passed the expression detection threshold (≥ 6 counts), in at least one genotype group samples in a given comparison. As the number of analyzed genes differed from comparison to comparison, SVA identified a distinct set of SVs for each comparison, although they were highly similar between comparisons (average correlation = 0.99). DEGs were defined at two statistical significance levels: less stringent, using a nominal p < 0.05 cut-off, and more stringent, using a false discovery rate (FDR) cut-off of < 0.05, calculated based on the Benjamini-Hochberg procedure (Benjamini and Hochberg, 1995). KEGG pathway and gene ontology (GO) enrichments were performed using DAVID (v. 6.8) for DEGs at both p < 0.05 and FDR < 0.05 levels (Huang et al., 2009). In doing so, lists of DEGs in either category of direction of dysregulation (upregulated, downregulated and both) for a given comparison were used as a query list, while a list of all the analyzed genes was treated as a background list. Differentially regulated pathways were also defined at less stringent (p<0.05) and more stringent (FDR<0.05) significance levels. We compared our differential expression results from the *Htt*^Q111/+^ *Hdac2* WT vs *Htt^+/+^ Hdac2* WT comparison (contrast 3) with those from a comparison of 6 month *Htt*^Q111/+^ (4 female, 4 male) vs *Htt^+/+^* (4 female, 4 male) striata using the RNA-Seq dataset described in Langfelder et al., 2016. To this end, we reanalyzed the Langfelder RNA-Seq data employing the same EdgeR + SVA pipeline as in the present study (as above). 16,395 genes that passed our expression threshold (≥ 6 counts) in either all mutant or all control samples were analyzed. We compared DEGs identified in both studies at both p < 0.05 and FDR < 0.05 thresholds as above. To assess the statistical significance of overlaps between DEGs or enriched pathways between pairs of contrasts (Figure 3—figure supplement 1) we performed one-tailed Fisher’s Exact tests, commonly used to assess the statistical significance of overlap of two sets or enrichment of one set in other (overrepresentation). To identify genes where *Hdac2* knockout is either protective or exacerbates the effect of the *Htt*^Q111^ allele, we first compared DEGs (p < 0.05) in contrast 3 (*Htt*^Q111/+^ vs. *Htt*^+/+^ in *Hdac2* WT background) with those in contrast 2 (*Hdac2* KO vs. WT in *Htt*^Q111/+^ background). Next, we performed 2-tailed unpaired t-tests on those shared DEGs to identify genes that were not significantly differentially expressed (p > 0.05) between *Htt*^+/+^ *Hdac2* WT and *Htt*^Q111/+ ^*Hdac2* KO. To assess the statistical significance of observing reduced relative expression (fold-change of *Htt*^Q111^ versus *Htt*^+/+^) of the 29 commonly dysregulated genes shared between thus study and Langfelder et al. in the Hdac2 KO background compared to the Hdac2 WT background we performed a permutation test. To this end, we randomly selected 29 genes 100,000 times from 15,508 genes analyzed in both this study and Langfelder et al. In each iteration, we compared the absolute value of log2 fold-changes of genes between *Htt*^Q111/+^ and *Htt*^+/+^ genotypes in *Hdac2* KO and *Hdac2* WT backgrounds and assessed how many times the randomly selected 29 genes showed the observed effect, that is $\;abs\left(log2FC_{Hdac2\;KO}^{i}\right)<\;abs\left(log2FC_{Hdac2\;WT}^{i}\right),$ where ${abs(log2FC}_{Hdac2KO}^{i})$ is absolute value of log2 fold-change of i^th^ gene between *Htt*^Q111/+^ and *Htt*^+/+^ genotypes in *Hdac2* KO background. All analyses were run on R platforms (versions 3.2.2, 3.3.2, 3.4.3, 3.6).

### Statistical analyses

We performed statistical analyses to compare quantitative instability and mAb5374 phenotypes between genotype groups. As we were not testing the effect of age on these phenotypes, and as our datasets were well controlled for inherited CAG length, we performed two-tailed unpaired t-tests to compare mean values between two genotype groups at any one age. Statistical analyses relevant to the RNA-seq data analyses are described in the section above.

## Data Availability

RNA-Seq data is deposited in GEO, under the accession number GSE148440. The following dataset was generated: KovalenkoMErdinSAndrewMAClaireJShaughnesseyMHubertLNetoJLStortchevoiAFassDMPintoRMHaggartySJWilsonJHTalkowskiMEWheelerVC2020Histone deacetylase knockouts modify transcription, CAG instability and nuclear pathology in Huntington disease miceNCBI Gene Expression OmnibusGSE14844010.7554/eLife.55911PMC758142832990597

# Supplementary material for: Histone deacetylase knockouts modify transcription, CAG instability and nuclear pathology in Huntington disease mice
**Source:** eLife. 2020 Sep 29;9:e55911. doi: 10.7554/eLife.55911

**CAG repeat lengths in the cohorts of mice used in this study**

**(A)** In the 2.5-month age group, different cohorts of mice were used for instability measurements and for immunohistochemistry (IHC). In the 5-month and 10-month age groups instability and IHC were performed on the same mice.

**(B)** Mice used for IHC cohort were a subset of those used for instability measurements.

**(C)** A cohort of 5-month *Htt*^Q111/+^ mice harboring wild type *Hdac2* and *Hdac3* alleles, either with or without the *DARPP-32 Cre* transgene (*D9-Cre*). Error bars show SD.

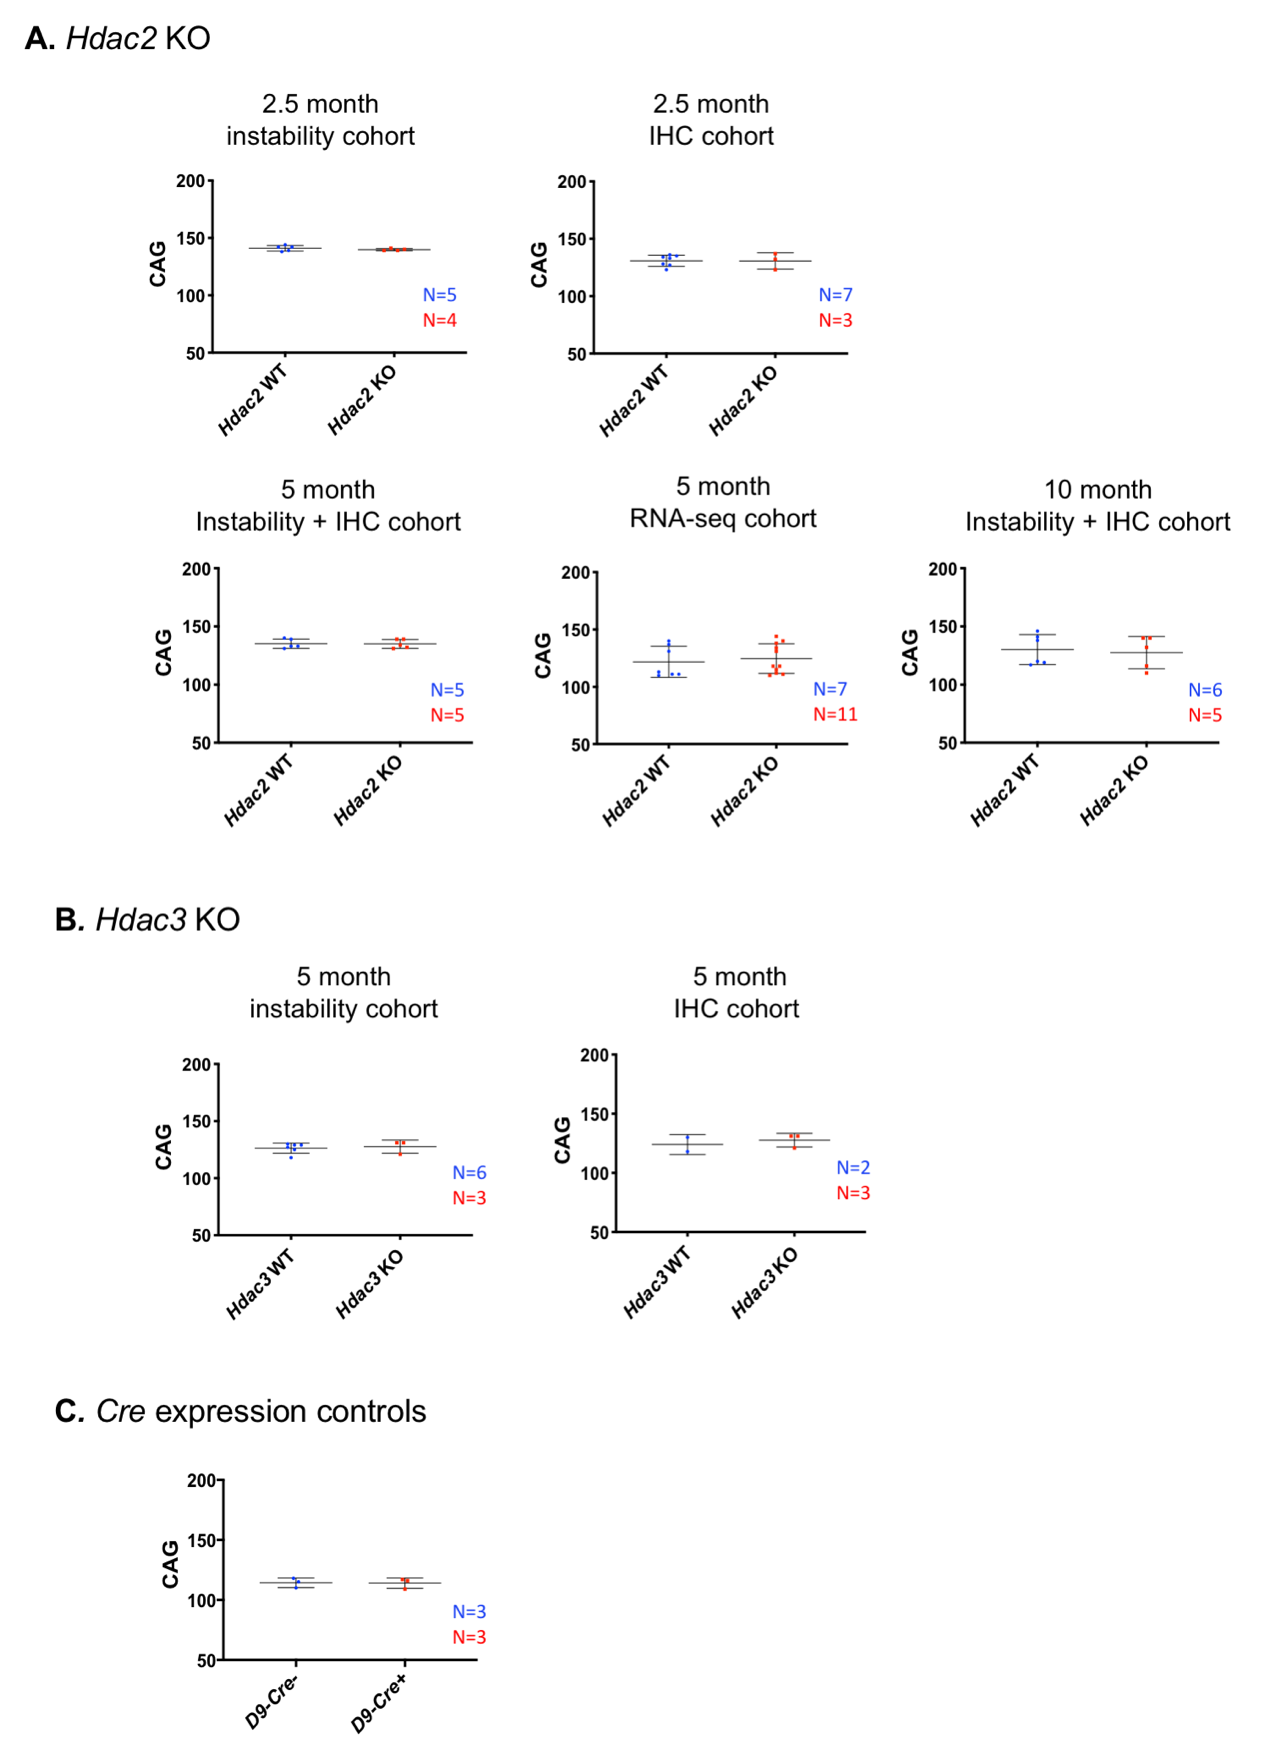

**Supplement:** Source data 1.

How the deposited data were processed for this re-analysis (not part of the article)

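RNA from the striata of 35 mice at 5 months of age was sequenced by the authors, with 1 library per mouse, in 4 genotype groups: *Htt*+/+ *Hdac2* WT (n = 8), *Htt* Q111/+ *Hdac2* WT (n = 7), *Htt*+/+ *Hdac2* KO (n = 9) and *Htt* Q111/+ *Hdac2* KO (n = 11). The authors made stranded mRNA libraries, aligned the paired reads to GRCm38 with GSNAP and counted unique alignments over whole Ensembl gene intervals with multibamcov. The values used here are these raw counts per gene and library, with no normalization. The paper does not state whether strand was used in the counting. *Xist* had 102834 to 182622 counts in females, and *Tsix*, which overlaps it on the other strand, had 20 to 132. Groups, sexes, extraction dates and ID series were taken from the sample labels and from the table of samples in the authors' code.

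Of the 39109 entries, 32863 genes remained after 92 ERCC spike-ins, 6152 genes spanning 250 nt or less and 2 mitochondrial rRNA genes were left out. The authors' code removes a list of genes that is held here only in part, and the length limit stands in for it. The ERCC spike-ins took 0.372% to 1.32% of the counts and mitochondrial genes 6.86% to 12.1%. The common biological coefficient of variation in the fit was 0.069.

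The fit used R 4.3.3, edgeR 4.0.16 in the older form of its quasi-likelihood method, sva 3.50.0, limma 3.58.1 and DESeq2 1.42.0. Counts were scaled by TMM. Surrogate variables were estimated by svaseq on the scaled values with the 4 groups as the full model, and sva chose their number. The first followed sex (R² 0.83). Contrasts 1 to 5 are those of Figure 2. The interaction of both genotypes (contrast 4 minus contrast 3) and the average effects of the *Htt* Q111 allele and of *Hdac2* KO over both backgrounds were tested with the same terms. Each contrast was fitted to the genes that pass its own filter, with surrogate variables estimated anew (9 in each fit, mean absolute correlation between contrasts 0.997), and the interaction and average effects shared a fit to all 17346 genes. A gene was tested in a contrast with at least 6 counts in every library of at least 1 of the groups compared, and in the interaction and average effects with at least 6 counts in every library of at least 1 of the 4 groups. The p values came from edgeR's quasi-likelihood F test, adjusted by the Benjamini-Hochberg method over all genes tested in that comparison, with thresholds of 0.05 for adjusted and for nominal p. The standard error of a log2 fold change was derived from the same fit.

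The procedure was tested on simulated counts with 200 changed genes among 17346. It called 180 of them (90%), with 6 wrong calls among 186, and 0 genes in a contrast without changed genes, where 5.11% of genes had a nominal p under 0.05. Each simulated change exceeded the median called change of contrasts 1, 2 and 3 (0.24, 0.20 and 0.33). The simulation held 1 hidden factor, which 1 surrogate variable recovered, where the real fits used 9. The 90% thus does not describe the power for smaller changes in the real libraries.

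Overlaps of gene lists were tested with Fisher's exact test, one-sided, over the genes tested in both contrasts. The shared control libraries were examined with 24 simulations without an effect of the *Htt* Q111 allele and 24 with the same effect in both *Hdac2* backgrounds, and with 20 random splits of the shared libraries. Group labels were regrouped in 70 assignments, the real one included, for each contrast. CPM values with the surrogate variables removed were compared by an exact permutation test in place of the paper's unpaired test. Principal components were computed from regularized log counts of the 500 most variable genes.

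Genes were named by a rule set beforehand. It covers each gene that the paper names for its RNA-seq data, markers of cell types, genes of the sex chromosomes, and for each comparison up to 5 genes with the largest rise and 5 with the largest fall among those past the adjusted threshold with an average log2 CPM of at least 1. *C4b* and the genes beside *Ppp1r1b* were singled out after their values were seen.

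The tests, the list of alternatives and the rule for named genes were chosen before the data were examined, except where the text says otherwise. The alternatives covered the covariates (none, sex, extraction date, ID series, a replicate block), the libraries in the fit, the normalization, the test, the count filter and the short genes. Pathway enrichment, exon-level and splice-junction counts, Cre transcripts, the earlier RNA-seq study and the other experiments of the paper were not analysed here. Results for some single genes are not reported here.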

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

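The tests of the chromosome 17 genes, of the genes beside *Ppp1r1b* and of the 3 mice of the A series were chosen after these results were seen.

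In 5 of 96 tested groups of libraries for a named gene, 1 library lay far from the others of its group, where chance alone would give 4.8. *C4a* and *Gm10260* had 21.2 and 24.0 CPM in *Htt*+/+ *Hdac2* KO replicate 1, against medians of 6.00 and 1.14 CPM in the other 8 libraries of the group. The 2 *Htt*+/+ *Hdac2* WT mice with an ID beginning with A showed the same high values. These 3 mice differed from the other *Htt*+/+ mice in 71 genes with an adjusted p under 0.05, and 20 of these lie on chromosome 17 below 45 Mb (3.72% of the genes tested there against 0.307% elsewhere, Fisher's exact test, p = 3.03e-14). Of 100 assignments of *Htt*+/+ mice, 1, the real one, gave as many genes, but another gave 70. The total is thus nearly reached by other groupings. The assignment with 70 genes had 0 of them in the chromosome 17 region. There, no other assignment gave more than 2 genes, against the 20 of the real one. Among *Htt* Q111/+ mice, the A series differed from the others in 0 of 537 genes in this region and in 27 genes in all. Without the 3 mice, contrast 3 called 2.26% of the genes in the region against 2.50% elsewhere (p = 0.674). A chromosome 17 segment of another strain in these mice may therefore account for the excess of *Htt* Q111 genes in the region, which these counts cannot show at the level of sequence. Both A-series *Htt*+/+ *Hdac2* WT mice are also the mice with 1 floxed allele, so allele and series cannot be told apart in these 2 mice. The A-series *Htt*+/+ *Hdac2* KO mouse is homozygous for the floxed allele and had the same high values of *C4a* and *Gm10260*. For these genes the high values were thus not confined to mice with 1 floxed allele, although this rests on 1 mouse. They did not follow the series as a whole either. The 5 A-series *Htt* Q111/+ mice had 1.19 to 1.92 CPM of *Gm10260* and 4.34 to 5.66 CPM of *C4a*. No biological explanation was tested.

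*Ttr* had 171 CPM in *Htt*+/+ *Hdac2* WT replicate 1, where the nearest library had 42.3 CPM. *Ttr* is a marker of choroid plexus and varied from 0.234 to 171 CPM over all libraries. Choroid plexus in the dissected tissue was not tested as its source. *Clec12a* had 4.61 CPM in *Htt* Q111/+ *Hdac2* WT replicate 7 against a median of 9.43 CPM in the others, still above the highest *Hdac2* KO group mean of 2.90 CPM. *Dmkn* had 27.8 CPM in *Htt*+/+ *Hdac2* WT replicate 8, where the nearest library had 23.4 CPM. The number of such libraries is close to that given by chance, and neither a technical nor a biological explanation was tested for these 3 genes.

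The change of *Fibcd1* with the *Htt* Q111 allele differed between the *Hdac2* backgrounds by 0.43 on the log2 scale (adjusted p = 0.0152 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As many as 1 gene with such an interaction was found in 10 of 70 assignments of the *Htt* labels, and as many as 976 genes at a nominal p under 0.05 in 38 of 70. The count of 1 gene is thus within what regrouped labels give, and the call may be one of chance. An interaction in MSNs stays open, as untested.

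*Pnmt*, which the paper does not discuss, rose by 2.57 on the log2 scale on average with *Hdac2* KO. It lies beside *Ppp1r1b*, and 14 of the 32 genes tested within 0.5 Mb of *Ppp1r1b* had an adjusted p under 0.05 (43.8% against 25.0% elsewhere, Fisher's exact test, p = 0.0159). Of these 14 genes, 9 rose and 5 fell. Added reads cannot lower a gene, *Stard3* between *Ppp1r1b* and *Pnmt* changed by 0.02, and the fragment that the paper describes holds upstream sequence and a part of *Ppp1r1b*, so mouse sequence carried by the D9-Cre transgene is unlikely as the cause for these neighbours as a set. Effects of the *Hdac2* deletion and of Cre or the site of the transgene were not separated, since each *Hdac2* KO mouse carries the transgene and no *Hdac2* WT mouse does.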

How the results depend on the processing

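The likelihood-ratio bound and the fit without the 3 *Htt*+/+ mice of the A series were chosen after seeing the data. The cause was not tested for any change below, unless an explanation is given.

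The overlap of contrasts 1 and 2 (odds ratio 5.25 to 26.6 over 18 alternatives), that of contrasts 3 and 4 (1.64 to 4.52 over 17) and that of contrasts 3 and 2 in all directions (1.43 to 3.08 over 19) stayed on the same side of the threshold in all alternatives run. The 29 genes held 28 or 29 with the smaller change in *Hdac2* KO in 18 of 19 alternatives. Chosen on contrast 4 in place of contrast 3, 19 of 29 had the smaller change in *Hdac2* WT. Over all alternatives, single-gene results became weaker in 148 cases and stronger in 14. The share of genes of the average *Htt* Q111 effect with the smaller change in *Hdac2* KO moved in 4 of 16 alternatives (60% to 92.1%).

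With the extraction date in place of the surrogate variables, the genes with an adjusted p under 0.05 numbered 822 in contrast 1, 331 in contrast 2, 419 in contrast 3, 0 in contrast 4, 798 in contrast 5, 0 for the interaction (1050 at a nominal p under 0.05) and 403 for the average *Htt* Q111 effect. At a nominal p under 0.05 they numbered 3279, 2657, 2819, 818 and 3134 in contrasts 1 to 5. *Hdac* genes past the threshold fell to 1 and repair genes to 0. *Htt* changed by −0.13 in contrast 2 (adjusted p = 0.566, with 0.000136 to 0.566 over its alternatives) and by −0.11 within 25 May. *Ttr* in contrast 1 reversed to 0.22. This fit has 1 *Hdac2* KO library on each shared date, which limits its power for contrasts 1, 2 and 5.

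With the ID series in place of the surrogate variables, contrast 3 gave 837 genes (3226 nominal), contrast 4 gave 2, the interaction 7, the average *Htt* Q111 effect 629, rescued genes 666 and repair genes 3. *Hdac5* in contrast 2 reversed to 0.0254 in this fit, to 0.0261 without surrogate variables, to 0.0352 with sex in their place and to 0.00788 in males. Without surrogate variables, rescued genes numbered 444 and genes with an interaction 0 (1145 nominal). With sex in their place, these were 439 and 0 (1020 nominal).

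A replicate block was fitted beside the surrogate variables, although the replicate numbers do not pair the mice. The mean correlation of 45 pairs with the same number was 0.067 (−0.33 to 0.60), and 19 were above 0.1. The block gave 843 genes in contrast 1 (3085 nominal), 0 in contrast 3 (1206 nominal), 0 in contrast 4 (848 nominal), 1641 in contrast 5, 0 for the interaction (833 nominal), 5 for the average *Htt* Q111 effect, 120 rescued genes and 2 repair genes. It takes up residual degrees of freedom, so calls lost with it do not show a smaller effect.

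With only the 2 groups compared in the fit, contrast 1 gave 5094 genes, contrast 3 gave 0 (1647 nominal), contrast 4 gave 3, contrast 5 gave 5619 and repair genes 3. Males only, with fewer mice, gave 1970, 1711, 10, 0 (1501 nominal) and 2263 genes in contrasts 1 to 5, 0 for the interaction (769 nominal), 119 for the average *Htt* Q111 effect and 3 *Hdac* genes. Without the 2 *Htt*+/+ *Hdac2* WT mice with 1 floxed allele, contrast 3 gave 258 genes, the average *Htt* Q111 effect 381, the interaction 0 (1620 nominal), rescued genes 377 and repair genes 3. Without the 3 mice of the A series, contrast 3 gave 428 genes (2868 nominal), contrast 4 gave 7, the average *Htt* Q111 effect 970, the interaction 0 (1201 nominal) and rescued genes 369. *Gm10260* in contrast 3 then reversed to 0.10, since its high values lie in the mice left out.

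DESeq2 gave 154 genes in contrast 3, 45 in contrast 4, 3 for the interaction and 367 for the average *Htt* Q111 effect. Contrast 4 gave 3 genes with DESeq2 size factors in edgeR, 5 with the newer quasi-likelihood form of edgeR and 3 with short genes kept. Without a count filter, contrast 3 gave 34 genes, contrast 4 gave 4, the interaction 0 (1472 nominal), the average *Htt* Q111 effect 144, rescued genes 401, *Hdac* genes 3 and repair genes 0. With filterByExpr, contrasts 3 and 4 gave 38 and 3 genes and the interaction 0 (927 nominal). The likelihood-ratio bound, which only raises p values, gave 44 genes in contrast 3, 0 for the interaction (606 nominal), 152 rescued genes and 0 repair genes.

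An adjusted p under 0.05 in both contrasts left 2 rescued genes. With the average effects in place of contrasts 1 and 3, the odds ratio for the same direction fell below 1, to 0.904. In this comparison 704 genes changed in the same direction and 330 in opposite directions (68.1% the same), and the odds ratio in all directions was 1.90. An odds ratio that counts one direction lies below 1 without any association, as the simulated 0.590 to 0.881 for contrasts 3 and 4 show. The R² of *Hdac2* genotype with component 1, 0.0021 with 500 genes, was 0.767 with all genes passing the filter, 0.364 with log2 CPM and 0.860 with chromosomes X and Y left out, since component 1 of the 500 genes follows sex.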

Differences from the paper's values

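Values are given for the 15 alternatives set before the data were examined and for the likelihood-ratio bound of older edgeR releases, which was chosen after seeing the values. Each alternative not named in a sentence left the difference in place. Within range means not counted as different from the paper's value, by a tolerance that is not stated here. It was wide for values read by eye. In contrast 1, 1379 down-regulated genes with short genes kept counted as within range of about 1000.

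In contrast 2, 16.5% of genes had an adjusted p under 0.05, against the paper's 11%. The fits without surrogate variables, with sex in their place, with the replicate block, with males only, without the count filter and with short genes kept did not differ by this measure, and the bound, chosen after seeing the values, gave 11.4%. Down-regulated genes at this threshold numbered 1505 in contrast 1, against the paper's about 1000 in Figure 2, read by eye. Males only, no count filter and short genes kept came within the paper's range, and the bound gave 1003. In contrast 2 they numbered 1522, against the paper's about 910 in Figure 2, read by eye, with the fits without surrogate variables, with sex, with the block, with males only and without the count filter within range and 993 with the bound.

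Up-regulated genes at a nominal p under 0.05 in contrast 3 numbered 916, against the paper's about 600 in Figure 2, read by eye. The block, the fit of only the 2 groups, males only and filterByExpr were within range, and the bound gave 599. At an adjusted p under 0.05 they numbered 31, against about 16 in Figure 2, read by eye, with no surrogate variables, sex, no count filter and filterByExpr within range and 16 with the bound. In contrast 4, 557 genes were up-regulated at a nominal p under 0.05, against about 340 in Figure 2, read by eye. The extraction date and the block were within range, and the bound gave 342. The odds ratio of contrasts 3 and 4 was 2.55, against about 4.6 in Figure 3—figure supplement 1, read by eye. Males only was within range, and the bound gave 4.52.

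Genes common to contrasts 3 and 2 at an adjusted p under 0.05 numbered 26, against the paper's 17. DESeq2 size factors in edgeR, no count filter, filterByExpr and short genes kept were within range, and the bound gave 17. Genes up-regulated by *Htt* Q111 and down-regulated by *Hdac2* KO numbered 143, against the paper's 69, with the block and males only within range and 74 with the bound. Genes down-regulated by both numbered 232, against the paper's 149. No surrogate variables, sex, the block, only the 2 groups, males only, no count filter, filterByExpr and short genes kept were within range, and the bound gave 159. Rescued genes numbered 240, against the paper's 152, with the block, only the 2 groups and males only within range and 152 with the bound. Those up-regulated by *Htt* Q111 numbered 111, against the paper's 55, with the block and males only within range and 60 with the bound.

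*Pms2* changed by −0.0066 on the log2 scale in contrast 2, against about 0.00047 in Figure 6—figure supplement 3, read by eye. The block, males only and short genes kept gave the sign of the figure, and the bound does not change a log2 fold change. Component 4 held 10.8% of the variance with 500 genes, against about 7% in Figure 2—figure supplement 2, read by eye. The 3 alternatives for the components counted as within range: 7.51% with all genes passing the filter, 10.1% with log2 CPM and 9.41% with chromosomes X and Y left out. The 10.1% lies close to the 10.8% that counted as different. The paper places *Hdac2* genotype on component 1 and sex on component 2. With 500 genes the order here was the reverse, and with all genes component 1 followed *Hdac2* genotype.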

Other observations

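The tests of the likelihood-ratio bound, that of the 29 genes by simulation, and those of error and of the A-series mice among the genes of the average *Htt* Q111 effect, were chosen after these results were seen.

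Labels were regrouped in 70 assignments for each contrast, the real one included. As many genes with an adjusted p under 0.05 as with the real labels were found in 1 of 70 for contrasts 1, 2, 3 and 5, and in 2 of 70 for contrast 4. At a nominal p under 0.05 the numbers were 1 of 70 for contrasts 1, 2 and 5, but 8 of 70 for contrast 3 and 7 of 70 for contrast 4. The average *Htt* Q111 effect gave as many genes in 1 of 70. The nominal lists of contrasts 3 and 4 are therefore of a size that regrouped labels also reach.

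The extraction date was tested as the cause of the *Hdac2* KO genes. In the *Hdac2* KO library of 27 May, 88.6% of genes called without the libraries of that date moved the called way, against 39.5% to 57.3% in its *Hdac2* WT libraries. In that of 25 May the share was 74.0%, against 42.7% to 57.3%. The date alone is thus unlikely to be the whole cause. Each test rests on 1 *Hdac2* KO library, and a part of the changes could still follow the date.

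Control libraries shared by contrasts 1 and 3 gave an odds ratio of at most 1.34 in simulations without an *Htt* Q111 effect, against 2.6 observed. With permuted *Htt* labels on the real libraries it reached 2.18, below the 2.63 of the real labels in that faster fit, so chance variation of these libraries is unlikely to be the whole cause of the overlap. The simulations hold no difference in tissue composition. All 6 markers of cortical projection neurons were lower in contrast 3, with a median of −0.63, and the median was −0.63 in contrast 1 as well, so more cortex in the shared group could add to the overlap and stays open. With no library shared, the odds ratio was 0.997 to 2.09 over 20 splits for the same direction, and 1.78 to 2.57 in all directions. Genes changed in opposite directions in contrasts 3 and 2 were as many in 35 of 70 assignments of the *Htt* labels, and rescued genes in 25 of 70. Both counts are consistent with the shared *Htt* Q111/+ *Hdac2* WT libraries, and do not by themselves show a rescue. Single genes among them were not excluded by this.

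For the 29 genes, 100% of sets matched on contrast 3 held as many genes with the smaller change in *Hdac2* KO. A smaller effect would give this too, since the matched genes come from the same libraries, so these sets decide nothing. In 24 simulations with the same *Htt* Q111 effect in both backgrounds, 29 genes chosen on contrast 3 held 22 to 28 such genes (median 26), against 29 observed and 28 in some alternatives. In 24 simulations without an *Htt* Q111 effect, each held 29. Chosen on contrast 4, 16 to 24 had the smaller change in *Hdac2* WT, against 19 observed. With a margin of at most 1 gene, selection and a smaller effect cannot be told apart for this list.

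Among the genes of the average *Htt* Q111 effect, 83.6% had the smaller change in *Hdac2* KO. Simulations with the same effect in both backgrounds reached at most 62.7%, and without the 3 mice of the A series the share was 79.3%. These mice thus do not account for it. The simulations vary each gene independently, and gave 979 to 1101 genes at a nominal p under 0.05 in contrast 3, against 1859 observed. They hold less variation than the data there, so they cannot exclude the larger error of the *Hdac2* WT contrast as the cause. A smaller *Htt* Q111 effect in *Hdac2* KO mice stays open as a hypothesis. With the extraction date or the ID series in place of the surrogate variables, the share was 91.2% or 91.5%. Over 16 alternatives it ranged from 60% (3 of 5 genes, with the replicate number as a block) to 92.1%. The simulations with the same effect also gave 89 to 128 genes with an adjusted p under 0.05 in contrast 4. The observed number was 1, with 0 to 45 over the alternatives. At a nominal p under 0.05 they gave 983 to 1127 genes in contrast 4, fewer than the 1287 observed. They thus do not reproduce both counts, and no conclusion was drawn from these numbers.

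Of 163 genes within 10 Mb of *Htt*, 0% had an adjusted p under 0.05 for the average *Htt* Q111 effect, against 1.28% elsewhere. The calls lay elsewhere, so local sequence of another strain around *Htt* is unlikely as their cause. Few calls would be expected among so few genes, so this test has little power. Of 95 genes within 10 Mb of *Hdac2*, 22.1% had one for the average *Hdac2* KO effect, against 25.0% elsewhere (Fisher's exact test, p = 0.779). All *Hdac2* KO mice and all but 2 *Hdac2* WT mice are homozygous for the floxed allele. Sequence linked to it should thus hardly differ between these groups by design, and the comparison adds little. From 40 to 50 Mb on chromosome 10, beside *Hdac2*, 5 of 49 genes were called for the average *Htt* Q111 effect (adjusted p = 0.0374 over 280 windows by Fisher's exact test with Benjamini-Hochberg adjustment). The 2 mice with 1 floxed *Hdac2* allele are both *Htt*+/+, so sequence linked to *Hdac2* stays open for these 5 genes. The gain of *Ppp1r1b* with *Hdac2* KO was 263 CPM in *Htt*+/+ and 365 CPM in *Htt* Q111/+ mice, a difference of 102 CPM (standard error 96.7). With the surrogate variables removed the gains were 285 and 292 CPM. Reads of the D9-Cre transgene, which would add equally to both, and a change of the gene itself cannot be told apart by this.

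A different cell composition of the dissected tissue is unlikely as the whole cause of the *Hdac2* KO genes. The 12 markers of MSNs moved apart, from −0.17 to 0.29 on the log2 scale, with 5 up and 7 down. Median log2 changes were −0.08 for 7 markers of interneurons, −0.21 for 6 of cortical projection neurons, −0.10 for 4 of thalamic or hypothalamic neurons, −0.01 for 7 of astrocytes, 0.06 for 7 of oligodendrocytes, 0.01 for 3 of their precursors, −0.02 for 7 of microglia, −0.05 for 5 of endothelium, −0.17 for 5 of ependyma and choroid plexus and −0.10 for 3 of blood. All 7 markers of interneurons fell and all 7 of oligodendrocytes rose. The markers of cortical projection neurons had a median of −0.63 in contrast 1 and 0.13 in contrast 2, so the share of cortex in the dissections may have differed between groups, and a part of the changes could follow it. Of the MSN markers, 4 (*Pde10a*, *Rgs9*, *Ppp1r1b* and *Penk*) are also in the list of 29 genes that the study picked from these libraries. The *Hdac2* KO effect differed between the sexes in 0 genes at an adjusted p under 0.05 and in 717 at a nominal p under 0.05, where chance would give 867.

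For the average *Htt* Q111 effect, 10 of the 12 MSN markers fell, 7 of them with an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a median of −0.17. The other medians were 0.01 for interneurons, −0.27 for cortical projection neurons, −0.02 for thalamic or hypothalamic neurons, −0.00 for astrocytes, −0.08 for oligodendrocytes, 0.02 for their precursors, −0.03 for microglia, −0.04 for endothelium, −0.04 for ependyma and choroid plexus and 0.16 for blood.

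The change of the 29 genes with *Htt* Q111 was larger by 0.17 in mice of the V series than in those of the A and Z series (permutation test, p = 0.0444), by 0.15 in *Hdac2* WT and 0.20 in *Hdac2* KO mice. This is consistent with the longer CAG repeats of the V series, but other differences between the series were not tested.

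The paper's analysis used an older edgeR release. With the likelihood-ratio bound of such releases, 100% of 1268 contrast 3 p values in the copy of the paper's gene table used here, whose sheet name gives 1271 genes, lay within 5% of the paper's, against 61.8% without it. For contrast 2 the share was 25.2% with the bound and 22.6% without. The bound is a candidate explanation for the lower counts of the paper in contrast 3. In contrast 2 it also brings the share of genes with an adjusted p under 0.05 close to the paper's (11.4% against 11%). Most p values of contrast 2 stay unmatched with it, so the cause of the difference there stays open.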
